# Multi-Omics Analysis Decodes Biosynthesis of Specialized Metabolites Constituting the Therapeutic Terrains of *Magnolia obovata*

**DOI:** 10.3390/ijms26031068

**Published:** 2025-01-26

**Authors:** Megha Rai, Amit Rai, Towa Yokosaka, Tetsuya Mori, Ryo Nakabayashi, Michimi Nakamura, Hideyuki Suzuki, Kazuki Saito, Mami Yamazaki

**Keywords:** neolignans, integrative omics, metabolomics, natural products, laccases

## Abstract

*Magnolia obovata* is renowned for its unique bioactive constituents with medicinal properties traditionally used to treat digestive disorders, anxiety, and respiratory conditions. This study aimed to establish a comprehensive omics resource through untargeted metabolome and transcriptome profiling to explore biosynthesis of pharmacologically active compounds of *M. obovata* using seven tissues: young leaf, mature leaf, stem, bark, central cylinder, floral bud, and pistil. Untargeted metabolomic analysis identified 6733 mass features across seven tissues and captured chemo-diversity and its tissue-specificity in *M. obovata*. Through a combination of cheminformatics and manual screening approach, we confirmed the identities of 105 metabolites, including neolignans, such as honokiol and magnolol, which were found to be spatially accumulated in the bark tissue. RNA sequencing generated a comprehensive transcriptome resource, and expression analysis revealed significant tissue-specific expression patterns. Omics dataset integration identified T12 transcript module from WGCNA being correlated with the biosynthesis of magnolol and honokiol in *M. obovata*. Notably, phylogenetic analysis using transcripts from T12 module identified two laccase (Mo_LAC1 and Mo_LAC2) and three dirigent proteins from the DIR-b/d subfamily as potential candidate genes involved in neolignan biosynthesis. This research established omics resources of *M. obovata* and laid the groundwork for future studies aimed at optimizing and further understanding the biosynthesis of metabolites of therapeutic potential.

## 1. Introduction

*Magnolia obovata,* commonly known as “Hōnoki” in Japanese, belongs to the Magnoliaceae family and is native to eastern Asia, including Japan, China, and Korea [1]. It is a deciduous tree grown widely in Europe and America for ornamental purposes and has been used as traditional medicine in Asia for centuries [2]. In addition to its medicinal uses, plants extract from genus *Magnolia* are also used as dietary supplements and cosmetic products [3,4]. From nearly 220 known *Magnolia* species, *M. obovata* and *M. officinalis* are the most commonly used species used in traditional Chinese and Japanese herbal medicine and are incorporated in the Japanese pharmacopeia [4]. The bark of *M. officinalis* and *M. obovata*, also known as Houpu and Honoki, respectively, has been used in several medicinal formulations, including Banxia Houpu Tang and Hange-Kouboku-to, among others [4,5]. Two of the prescriptions in Japan, Sai-Boku-to and Hange-Kouboku-to, contain *Magnolia obovata* bark and are still used in modern clinical practice [4]. The bark tissue of *M. obovata* is highly regarded for its anti-cancer, anti-inflammatory, antioxidant, anti-stress, anti-anxiety, anti-depressant, anti-Alzheimer, and anti-stroke effects [3,6]. Additionally, it has also been shown to have vascular relaxation, hepatoprotective, and anti-diarrhea effects [4]. While the bark has been traditionally used for medicinal purposes, several studies have also reported the pharmacological activities of the floral buds and leaves of *Magnolia* plants, providing a basis for investigations into the use of other plant tissues for its use as drugs [4,7].

The medicinal properties of *M. obovata* are attributed to the presence of a diverse array of bioactive compounds, such as lignans, neolignans, terpenoids, alkaloids, and flavonoids [2,8,9]. To date, around 255 biologically active substances have been isolated from different tissues of the genus *Magnolia*, of which neolignans, namely magnolol and honokiol, are considered the principal active ingredients [4,10]. It is believed that magnolol and honokiol are the key metabolite constituents responsible for the therapeutic effects of *Magnolia* plants [2]. However, only 31 metabolites have been reported specifically for *M. obovata* in the KNApSAck database [11]. Despite the medicinal importance of *M. obovata*, the biosynthetic pathways and regulatory mechanisms underlying the biosynthesis of therapeutic compounds in this plant species remain largely unexplored. Elucidating the biosynthetic genes and pathways associated with bioactive compounds in *M. obovata* can provide valuable insights into the molecular basis of its medicinal properties and enable potential applications in medicinal and pharmaceutical industries. The utilization of multi-omics resources has been demonstrated as an effective means to identify natural variants with desired properties, constituting an essential element for the sustainable production of bioactive metabolites from medicinal plants.

The surge in advanced omics technologies, driven by reduced cost for data generation, enhanced computational power for data integration and analysis, and high-throughput and high-resolution data generation capabilities. These advancements have emerged as powerful tools for studying the biosynthesis of bioactive compounds in plants [12]. In the absence of genomic resources, RNA-seq based de novo transcriptome assembly has been established as a valuable resource for understanding the biosynthesis of important specialized metabolites in non-model plant species such as medicinal plants [13,14,15,16]. Untargeted metabolome analysis insights into the accumulation patterns of metabolites including bioactive compounds in different plant tissues, while transcriptome analysis provides information on the expression patterns of molecular elements involved in the biosynthesis of these metabolites [12,13]. While the individual analysis of omics datasets can provide systems characteristics at the metabolite and gene expression levels, integration of multi-omics datasets assists in identifying metabolite-gene associations and to prioritize key enzymes by removing the false positives for functional characterization, thereby providing a comprehensive understanding of their biosynthetic pathway in plants [17,18,19,20].

In this study, we aimed to unravel the biosynthetic genes associated with key metabolites of therapeutic importance by adopting an integrated metabolome and transcriptome analysis approach by using seven tissues of *M. obovata*, including young leaf, mature leaf, stem, bark, central cylinder, floral bud, and pistil. Using untargeted metabolomics, we investigated the metabo-constituents of different tissues of *M. obovata*. Transcriptome analysis identified the ongoing biological processes and the actively expressed transcripts. Furthermore, module-based analysis and integration of the -omics datasets facilitated the identification of potential transcripts involved in the biosynthesis of neolignans, namely magnolol and honokiol. Our findings provide valuable insights into the molecular basis of the biosynthesis of therapeutic compounds in *M. obovata*. This study presents comprehensive -omics resources for *M. obovata* and will help identify candidate therapeutic metabolites in different tissues for future validation, structural determination, and functional characterization of associated biosynthetic enzymes.

## 2. Results

### 2.1. Metabo-Constituents of Magnolia obovata and Its Chemo-Diversity Revealed by Untargeted Metabolomics

Several studies have reported a plethora of metabolites being present in *Magnolia* plants [3,4,8]. However, most of these studies have focused on investigating the components present in the bark of *Magnolia* plants and, to some extent, in the fruits, leaves, and flowers [21,22,23,24,25,26,27,28,29]. To establish an accurate metabolome representation for *M. obovata* covering multiple tissues, we performed untargeted metabolome profiling using seven tissues, namely young leaf, mature leaf, stem, bark, central cylinder, floral bud, and pistil (Figure 1). The acquired raw metabolome datasets were pre-processed, aligned, and metabolite features were extracted using MS-DIAL [30], resulting in 6733 mass features in the positive ionization mode (Table S1).

Principal component analysis (PCA) using the normalized intensities of mass features showed metabolome datasets of seven tissues of *M. obovata* into five distinct groups (Figure 2a). Bark, the medicinally important tissue, formed a distinct group and was separated along the PC1 axis from the rest of the tissues. The young leaf, mature leaf, and stem were grouped together and separated from the floral bud and pistil along the PC2 axis, which formed a distinct tissue-group by itself. The PCA showed tissue specific metabolome signature being captured by the untargeted metabolome profiling of seven tissues of *M. obovata*, which is an ideal feature for a high-quality metabolome resource effectively capturing the tissue-specific chemo-diversity. Furthermore, we mapped metabolite features against the KEGG [31] and KNApSAck [11] databases to assign chemical identities to the acquired mass features. In total, 1705 and 553 mass features were assigned with chemical identities to a corresponding KNApSAck and KEGG ID, respectively (Table S2). Several of the secondary metabolite biosynthesis pathways, including “Isoquinoline alkaloid biosynthesis”, “Biosynthesis of various plant secondary metabolites”, “Phenylpropanoid biosynthesis”, and “Flavonoid biosynthesis”, were among the top 15 KEGG pathways being represented based on the number of metabolites being mapped (Figure 2b). These results suggest that *Magnolia* tissues have a much bigger diversity of metabolites compared to what is known to date as revealed by the untargeted metabolomics in this study. Therefore, our study opens new avenues for the structural validation and identification of candidate metabolites as well as exploring tissue-wise metabolite accumulation for specialized metabolites to hypothesize phytochemical’s role in plant physiology and further providing a basis for investigations into the use of tissues other than the bark of *M. obovata* as a potent drug source.

### 2.2. Distinctive Metabolic Signatures of Magnolia obovata Tissues

As a proof of concept to use the established metabolome resource of *M. obovata* for metabolite discovery and analysis across different tissues, we used a combination of computational chemo-informatics approach, primarily driven through MS-FINDER [32], together with manual inspection and validation using MS and MS/MS-based fragmentation data to confirm the identity of 105 metabolites across seven tissues of *M. obovata* (Table S3). The accumulation of these 105 metabolites showed a tissue-specific trend. To explore hidden signature of metabolites accumulation trend, we adopted a Weighted correlation network analysis (WCNA)-based approach using accumulation levels of 105 metabolites. WCNA is a weighted correlation-based method to define a network from high-dimensional -omics data by grouping the highly correlated variables into a signature module [33]. WCNA classified 97 of the 105 metabolites into five distinct modules (Figure 3), while eight remained unassigned. We identified 13, 13, 23, 38, and 10 metabolites being assigned to the metabolite modules, namely M1, M2, M3, M4, and M5, respectively (Table S4). Module M1 was highly accumulated in the young leaf and mature leaf of *M. obovata*, while metabolite module M2 was accumulated majorly in the mature leaf. The metabolite modules M1 and M2 were dominated by the presence of flavonoids and flavonoid glycosides, including quercetin, rutin, quercitrin, kaempferol, quercetin-4′-O-glucoside, quercetin-3-O-rutinoside. Our results are concurrent with previous studies reporting the accumulation of flavonoid-type metabolites leaves of *Magnolia* species [9]. The metabolite module M3 included several amino acids, including tryptophan, arginine, asparagine, proline, among others and was highly accumulated in the pistil tissues of *M. obovata*. The pistil, female reproductive organ, plays a crucial role in fertilization, and the accumulation of amino acids in the pistil may signify its role in facilitating successful fertilization and subsequent seed development in plants. Furthermore, magnaldehyde B, a known lignan of *Magnolia* species isolated mainly from bark tissue [9], was also highly accumulated in the pistil. Magnaldehyde B and its analogs have been reported to possess anti-tumor activity [9]. The metabolite module M4, representing the largest module with 38 metabolites, was highly accumulated in the bark tissue of *M. obovata*. Magnolol and honokiol, the principal bioactive compound of *Magnolia* species, were members of the M4 module, thus, corroborating with the tissue primarily used for medicinal purposes. The metabolite module M5, representing the smallest module, included several intermediates from the lignin biosynthetic pathway, including coniferyldehyde, 5-hydroxyconiferyl alcohol, and was highly accumulated in the stem of *M. obovata*. These lignin intermediates play crucial roles in the development and structure of plant stems. Metabolite module M5 also included loliolide, a monoterpene lactone used for treatment of central nervous system diseases. Our results clearly suggest that the WCNA of the MS^2^-validated metabolites successfully captured the unique metabolic profiles associated with each tissue type in *M. obovata*. Our metabolome analysis revealed that magnolol and honokiol, two principal bioactive compounds found in *Magnolia* species, exhibited highest accumulation in the bark of *M. obovata*. This underscores the significance of the bark of *M. obovata* for medicinal purposes. Nonetheless, the presence of significant flavonoids such as rutin and quercitrin, known for their antioxidant and anti-tumor properties, along with lignans like magnaldehyde B and obovatal, and monoterpene lactones such as loliolide in tissues apart from the bark, implies the potential role of different tissues for medicinal purposes.

### 2.3. Genomic Features Characteristics Through De Novo Transcriptome Assembly of Magnolia obovata

The availability of comprehensive genomic datasets is fundamental for precise species selection, trait delineation, and the formulation of biotechnology-driven approaches to enhance desired characteristics. This includes the strategic identification of specific species variants exhibiting elevated levels of bioactive metabolites, considering factors such as genetic diversity and environmental influences. While high-quality genome assemblies of non-model medicinal plants are still scarce, the applications of high-quality RNA-seq-based de novo transcriptome assembly in identifying the potential biosynthetic genes have been well established [34,35,36,37,38]. Therefore, to establish a comprehensive transcriptome resource, capturing the diversity of active transcripts across multiple tissues, we performed RNA-sequencing for the same set of seven tissues of *M. obovata* as was used for establishing metabolome resource. The RNA samples from the seven tissues of *M. obovata* were used to synthesis individual cDNA libraries, and they were subsequently sequenced using Illumina HiSeq^TM^ 2000 platform, generating over 15.76 Gbp of total raw sequence data.

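The transcriptome data comprise 1 RNA-seq library for each tissue, namely both leaf stages, the stem with its bark and central cylinder, and the floral bud and pistil, so no difference between tissues has a replicate check. The authors mapped the trimmed reads to their hybrid assembly with Bowtie 2 v2.3.5.1 and used RSEM v1.3 to assign fragments to 284165 transcripts. For each transcript and tissue they deposited its length, an expected count of fragments, TPM and FPKM. The fragments assigned to transcripts numbered 12107575 in young leaf, 11484218 in mature leaf, 10326171 in stem, 7000832 in bark, 7887914 in central cylinder, 8506206 in floral bud and 6774295 in pistil. All expected counts were whole numbers, and 99.98% of the FPKM values above 0 equalled the count divided by effective length and library total within the rounding of the file. The values were therefore treated as fragments, and a count of 0 allows up to 3 fragments. How reads that match several transcripts were assigned cannot be told from these counts. From the files, transcripts were counted by tissue, tissues were compared by principal components and clustering, and named transcripts were reported with exact 95% Poisson intervals that cover counting error only. FPKM was used as deposited; over transcripts above 0 in all 7 tissues, the median ratio of a library to the geometric mean of the libraries ran from 0.727 in mature leaf to 1.32 in stem, and dividing by it was tried as another scaling. Descriptions of transcripts are the paper's best Blastx matches in other species, taken from the first 961 of the 25728 rows of Table S8, the only part used here, so counts of named genes describe those rows alone, of which 457 are transcripts of 500 bp or less.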

The raw data were preprocessed using Trimmomatic [39] to exclude adapters and low-quality reads in the de novo assembly process, which dropped less than 1% of the sequencing reads. It is widely known that different de novo transcriptome assembly algorithms, even though are based on similar working principles, result in different assembled transcripts with varying lengths, transcriptome completeness and varying overlaps of transcriptome coverage. Merging individual RNA-seq assemblies from different assemblers leverages the strengths of each tool, resulting in a more comprehensive and accurate transcriptome representation. Previous studies have shown an advantage of using a hybrid de novo transcriptome assembly approach to capture diversity of transcripts with near to complete full-length transcripts for further functional characterizations [40,41]. Therefore, in order to achieve a high-quality transcriptome assembly for *M. obovata*, we adopted a hybrid assembly approach using the individual transcriptome assembly derived from three popular assemblers, namely CLC genomics workbench (https://www.qiagenbioinformatics.com/, accessed on 8 May 2022), Trinity v3.0 [42], and SOAPdenovo-Trans [43]. The resulting three de novo transcriptome assemblies were merged, followed by removing the redundancy using CD-HIT-EST [44] (Table 1). The hybrid assembly for *M. obovata*, thus obtained, included 284,165 transcripts with an average length and N50 value of 762 bp and 1280 bp, respectively. 

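Mo_LAC2, at 2003 bp, and Mo_LAC1, at 1597 bp, the laccase transcripts named later by the paper, lie well above the mean length of 763 bp. The dirigent transcripts Mo_DIR1, Mo_DIR2 and Mo_DIR3 measure 918, 1068 and 1015 bp. Mo_LAC3, Mo_DIR6 and Mo_DIR7 are short fragments of 256, 232 and 307 bp, below the median of 410 bp. Over the 284165 deposited lengths the N50 was 1286 bp, and 115369 transcripts, or 40.6%, exceeded 500 bp.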

The length distribution of the assembled transcripts varied between 196 and 16,986 bp (Figure S1a). To evaluate the completeness of our hybrid RNA-seq assembly, we employed BUSCO (Benchmarking Universal Single-Copy Orthologs), which assesses assembly completeness by mapping transcript sequences against a set of conserved single-copy orthologs [45]. The results demonstrated a high level of completeness in our hybrid RNA-seq assembly, with 98.82% of the BUSCO groups having complete gene representation (single-copy or duplicated), while 1.18% are fragmented, and 0% are missing (Table S5). Consistent with previous studies, our results showed improved assembly stats for the hybrid de novo transcriptome assembly approach compared to the individual de novo transcriptome assemblies [14,18,19].

To characterize the de novo transcriptome assembly of *M. obovata*, we performed a Blastx-based homology search of the assembled transcripts against protein sequences deposited at the NCBI non-redundant (nr) database. Blastx-based searching resulted in the annotation of 105,980 transcripts, with 82,367 transcripts and 17,275 transcripts being associated with Gene Ontology (GO) annotation and GO mapping, respectively, (Figure S1b, Table S6). Notably, despite being phylogenetically distant, our analysis revealed significant sequence similarity with several plant species, with *Vitis vinifera*, *Populus trichocarpa*, and *Ricinus communis* emerging as the top three species based on the number of transcripts with high-sequence similarity with the assembled transcripts of *M. obovata* (Figure S1c). This can be attributed to the conservation of core plant genes essential for fundamental biological processes, as well as genes involved in shared biosynthetic pathways. Evolutionary homology arising from a common ancestor may also play a role, with ancient gene families retaining high sequence similarity across angiosperms. This observation also highlights the limited representation of sequences from the genus *Magnolia* in existing NCBI databases, underscoring the significance of our study as a valuable resource of transcripts for future research and annotation efforts. The transcripts were assigned with annotations using the top hit from the Blastx search, providing valuable insights into the genetic underpinnings of its active biological processes including assignment of transcripts to different metabolic pathways, shedding light on potential biochemical pathways active within *M. obovata*. A total of 26,400 transcripts were assigned to 146 KEGG pathways, with the top 15 pathways based on the number of transcripts being assigned summarized in Figure S1d. Among the top 15 pathways, starch and sucrose metabolism, glycolysis/gluconeogenesis, and drug metabolism-other enzymes were among the top three pathways, with 1158, 977, and 875 transcripts being mapped to these metabolic pathways, respectively. *M. obovata* is widely reported to contain phenylpropanoids and flavonoids as their major secondary metabolites [46,47]. KEGG pathway mapping assigned 478 and 306 transcripts to phenylpropanoid biosynthesis and flavonoid biosynthesis, respectively, with homologs of major known enzymes identified in our transcriptome datasets. Collectively, these findings establish a comprehensive framework for elucidating the biological significance of *M. obovata* transcripts and pave the way for future investigations into its molecular intricacies.

### 2.4. Transcripts Expression Analysis Reveals the Tissue-Specific Molecular Signatures in Magnolia obovata

To unravel the complex genetic makeup for a plant species, it is vital to understand as how the different genes expression and associations to different tissues orchestrates the plant’s growth, development, and responses to different biotic–abiotic challenges. Transcriptome expression analysis provides a comprehensive overview of the active biological processes, where the spatial expression and relative expression abundance of a given gene provides valuable hints for its potential functions. To calculate the qualitative expression level of each transcript across different tissues, the processed paired-end RNA-seq reads were mapped to the de novo transcriptome assembly of *M. obovata*, and normalized transcript expression in FPKM (Fragments Per Kilobase of transcript per Million mapped reads) was determined. 

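Stem was the tissue of highest expression for several transcripts of dividing cells. Among them were a cyclin-dependent kinase (C741642, 30.6 FPKM from 29 fragments in stem and 5.32 in young leaf, the next tissue) and proliferating cell nuclear antigen (C879006, 13.0 FPKM from 48 fragments, 2.76 in young leaf), the sliding clamp of DNA replication. In bark, a probable polyubiquitin (C871688) reached 69.6 FPKM from 162 fragments. It had a single fragment each in young leaf and central cylinder and none in the other 4 tissues. By comparison, polyubiquitin 11-like (C945386) lay between 242 and 746 FPKM in every tissue. Whether C871688 is a transcript of the tree was not tested. The counts of active transcripts include those resting on exactly 1 fragment, which were 50160 in stem (26.9% of its active transcripts) and 49905 in bark (26.8%). With at least 5 fragments required, 84781 transcripts were active in stem, 81650 in young leaf and 80441 in bark. With all libraries thinned to the 6774295 fragments of pistil, the numbers above 0 were 184328 in bark and 164965 in stem, so the order of these tissues depends on depth.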

Among the seven tissues of *M. obovata*, stem and bark exhibited the highest number of transcriptionally active transcripts, with 186,216 and 185,959 transcripts, respectively, displaying expression levels above FPKM > 0. On the other hand, floral bud and pistil displayed the lowest number of transcriptionally active transcripts, with 127,323 and 135,322 transcripts, respectively, (Table S6). 

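Floral bud was the tissue of highest expression for several transcription factors of flower identity. A MADS-box transcription factor (C954624) stood at 466 FPKM in floral bud (95% Poisson interval 452 to 480) and at 6.47 in pistil, the next tissue. A B-class MADS-box protein of the PISTILLATA type (C961903), a regulator of petal and stamen identity, stood at 63.1 FPKM in floral bud and 9.44 in pistil. In pistil, a seed maturation protein (C899101) reached 102 FPKM (interval 91.0 to 114) against 4.67 in floral bud. Of the active transcripts, 30.4% in floral bud and 30.0% in pistil rested on 1 fragment. At least 5 fragments were counted for 59825 transcripts in floral bud and 59741 in pistil, the lowest numbers of the 7 tissues. After thinning to the pistil total, floral bud had 118676 active transcripts, mature leaf 122527 and pistil 135322, and above 1 FPKM the lowest numbers were 65000 in mature leaf and 65226 in floral bud.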

The differential distribution of transcriptionally active genes across tissues underscores the functional diversity and the requirement of specific sets of transcripts activity to achieve the specific functionality. A total of 69,697 transcripts were shared among all seven tissues, suggesting their potential role in the essential biological functions such as primary metabolic and core metabolic processes. 

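Of 92 held housekeeping rows, 32 were found in all 7 tissues. Polyubiquitin 11-like (C945386) lay between 242 and 746 FPKM in every tissue, and histone H3 (C923067) between 201 and 440. The 40S ribosomal protein S23 (C919865) lay between 40.3 and 319 FPKM, and adenylate kinase (C953940), which balances adenine nucleotides, between 27.2 and 65.3. Beta-carotene hydroxylase (C963127), an enzyme of xanthophyll synthesis, also lay between 88.5 and 474 FPKM. The shared transcripts made up 25.1% of the 277537 transcripts above 0 in any tissue but carried most of the fragments, from 90.2% in bark to 95.2% in mature leaf. Of the 961 held rows of Table S8, 426 were above 0 in all 7 tissues. The number shared was 38875 when at least 5 fragments were required in each tissue and 28903 above 1 FPKM.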

Six of the seven tissues of *M. obovata* showed expression specific to the tissue for transcripts in the range of 2500–5250. 

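Floral bud held the strongest transcripts among those found in a single tissue other than bark. A phosphoenolpyruvate carboxykinase (C693835, 224 bp) had 110 fragments in floral bud, or 221 FPKM, and a glutathione S-transferase F13 (C724927, 248 bp) had 139, or 206 FPKM, with none in any other library. In pistil, a laccase 110a (C747758, 269 bp), of the family that oxidizes phenolics, had 27 fragments, or 44.0 FPKM, and none elsewhere. By tissue, the transcripts above 0 in that tissue alone numbered 4956 in young leaf, 2762 in mature leaf, 5231 in stem, 4057 in central cylinder, 2926 in floral bud and 3533 in pistil. Most rested on little sequence, since the median was 1 fragment in young leaf, mature leaf, stem and central cylinder and 2 in floral bud and pistil. At least 5 fragments were counted for 829 of the floral bud transcripts, 451 of the pistil transcripts and 122 to 186 of those of the other 4 tissues.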

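In bark, the tissue-only set held transcripts with names of basic cell functions and transcripts with names of fungi. A DDHD domain-containing protein (C696829, 42.9 FPKM from 18 fragments), a peptidyl-prolyl cis-trans isomerase (C783058, 33.1 from 32), an aldehyde dehydrogenase (C726695, 23.1 from 13) and an alcohol oxidase (C797204, 23.4 from 26), the last counted among the fungal names, had no fragment in any other library. Of 92 held rows named for ribosomal proteins, tubulin, actin, histones, ubiquitin and similar genes of every cell, 55 were found in bark alone, with a median of 5 fragments there against 138 in bark for the copies found in all tissues. Without the rows that also carry fungal names, 48 of 85 were found in bark alone. Names such as histone H4 give no species, so whether these come from the tree was not tested. Of 82 held rows with names or Gene Ontology terms of fungi, 70 were found in bark alone (85.4%, exact 95% binomial interval 75.8 to 92.2%) and all 82 were highest in bark, compared with 206 of the other 879 rows in bark alone (23.4%, 20.7 to 26.4%). Among rows above 10 FPKM in at least 1 tissue the shares were 53.3% and 7%. The lists of names were drawn up after the values of these rows had been seen, so the intervals give no chance level. They also treat rows of the same library as independent draws. The paper kept the rows for exceeding 5 FPKM in some tissue, which a row found in bark alone can do only there. Of 39 held rows of phenylpropanoid, oxidative coupling, flavonoid, terpenoid and cytochrome P450 genes, 2 were found in bark alone (5.1%, 0.6 to 17.3%). In the whole assembly, 6694 of 57745 transcripts above 5 FPKM in some tissue were found in bark alone. This share is lower than that of the held rows. The bark-only transcripts had a median of 4 fragments and 307 bp, 8916 of them had at least 5 fragments, and together they took 2.28% of the bark fragments. With transcripts of over 500 bp alone, 3113 were found only in bark and at most 433 only in another tissue.

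**Figure D1:**
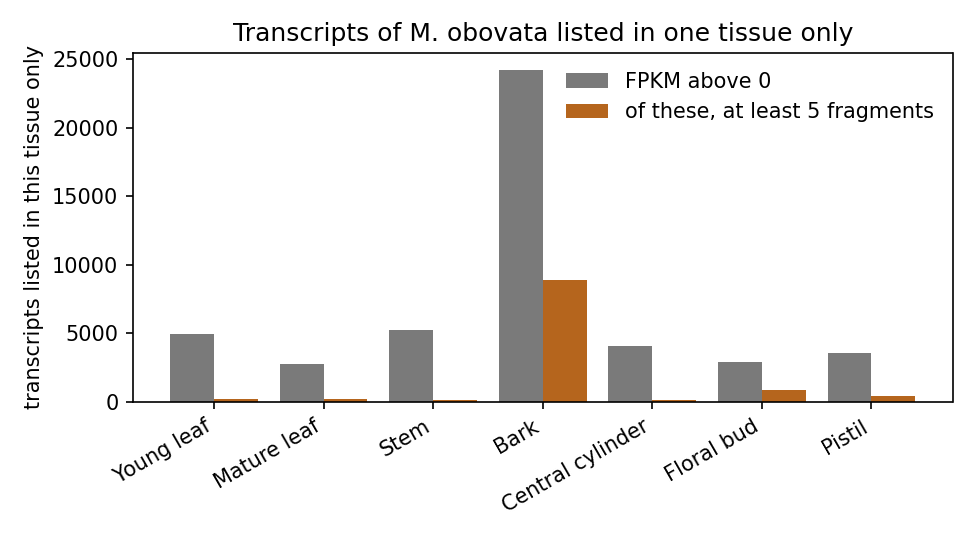
Bars give, for each tissue, the number of transcripts above 0 FPKM in that tissue and at 0 in the other 6 (grey) and how many of these rest on at least 5 fragments (brown), from 1 library per tissue. Bark stands at 24242 and 8916, and the next tissue, stem, at 5231 and 122.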

Bark, on the other hand, showed specific expression for 24,242 transcripts (Table S7), which co-incidentally is also the tissue that produces a range of specialized metabolites with bioactivity. The huge parity among the unique active transcripts between bark and the rest of the tissues suggest that bark includes a unique collection of transcripts for fine-tuning *M. obovata*’s response to environmental cues and to produces a diverse array of secondary metabolites.

To uncover the underlaying patterns and relationships within transcriptome datasets across seven tissues of *M. obovata*, we conducted unsupervised principal component analysis (PCA). The PCA results exhibited the presence of four distinct groups (Figure S2a), with leaf tissues, including both young and mature leaves, clustered in quadrant III and segregated from other tissues along the PC1 axis. Along the PC2 axis, five tissues were partitioned into two quadrants, with bark and pistil grouping in quadrant I, exhibiting clear separation along the PC2 axis. Conversely, the floral bud, stem, and central cylinder were clustered in quadrant IV. 

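Leaf and pistil lay at opposite ends of the first component, with scores of -147 for mature leaf, -124 for young leaf and 176 for pistil. A chlorophyll a-b binding protein (C957754) stood at 3875 FPKM in mature leaf, 1680 in young leaf and 39.2 in pistil, and the 10 kDa protein of photosystem II (C907735) at 3638, 988 and 52.9. On the second component, pistil scored 160, mature leaf 85.6 and floral bud 56.9, whereas central cylinder scored -134, stem -90.2 and bark -75.7. A caffeic acid O-methyltransferase (C953260), an enzyme of monolignol synthesis, was highest in central cylinder at 116 FPKM, with 21.4 in stem and 3.06 in bark. It stood at 6.85 in young leaf, 1.78 in mature leaf, 0.69 in pistil and 0.22 in floral bud. Another caffeic acid O-methyltransferase (C950012) was highest in mature leaf at 14.2 FPKM, with 6.93 in central cylinder and 0.45 in pistil. The components took 32.3% and 28.5% of the variance of log2(FPKM + 1), transcripts centred and not scaled. Without the log they took 60.6% and 23.2%, and each tissue is a single library, so the spread within a tissue is unknown.

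**Figure D2:**
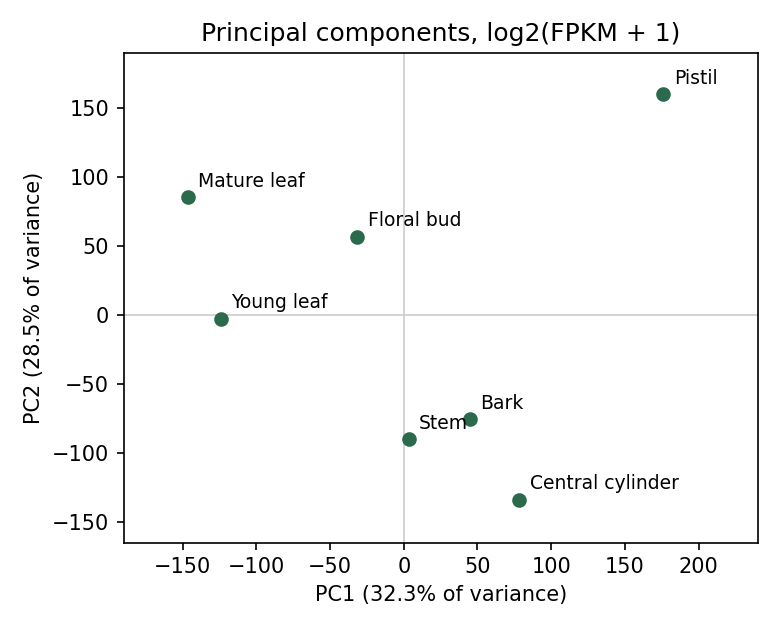
Points show the 7 tissues on the first (horizontal) and second (vertical) principal component of log2(FPKM + 1) over 69697 transcripts above 0 in all tissues, 1 library each. Young leaf and mature leaf lie at the left end and pistil at the upper right, at 176 and 160.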

Consistent with the PCA-based clustering, expression-based correlation analysis also identified all seven tissues being clustered into four clusters (Figure S2b), wherein young leaf and mature leaf were clustered together, and bark and pistil tissues formed individual clusters. The floral bud, stem, and central cylinder were also clustered together, with the stem and central cylinder sharing a closer association. These analyses underscore the presence of tissue-specific transcriptomic signatures in *M. obovata*, highlighting their specialized functions. 

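Stem lay close to young leaf, bark and central cylinder alike, and pistil lay farthest from all tissues. The Euclidean distance of stem was 203.0 to young leaf, 203.1 to bark and 205.0 to central cylinder, while that between young leaf and mature leaf was 204.8, so the first joins of the tree rest on small differences. Among the transcripts above 0 in all tissues, a fasciclin-like arabinogalactan protein (C957860) of the cell wall stood at 100.1 FPKM in young leaf, 33.0 in stem, 12.5 in bark and 1.12 in pistil. By complete linkage on log2(FPKM + 1), 4 clusters held young leaf, stem and floral bud, then bark with central cylinder, then mature leaf, then pistil. After division by the median ratio of each library, the 4 clusters were both leaves, then stem with bark and central cylinder, then floral bud, then pistil.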

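Light capture genes were most often highest in mature leaf, cell division genes in stem and floral regulators in floral bud. Of 22 photosynthesis rows, 11 were highest in mature leaf, 9 in bark and 1 each in young leaf and central cylinder, and 7 of the 9 in bark were found in bark alone. Of 7 rows for plastid and mitochondrial ribosomes, 6 were highest in mature leaf, such as the 50S protein L3 (C956544, 229 FPKM there and 170 in young leaf). Of 6 floral regulator rows, 3 were highest in floral bud. Of 15 cell division rows, 7 were highest in stem, 4 in bark and 3 in young leaf, and a histone H4 (C907049) stood at 239 FPKM in stem, 135 in young leaf and 0.69 in mature leaf. Of 9 phenylpropanoid and lignin rows, 3 were highest in floral bud, 2 each in stem and central cylinder, and 1 each in bark and mature leaf. Of 9 rows for laccases, peroxidases and dirigent proteins, 3 each were highest in central cylinder and pistil and none in bark, where the transcripts of Table S11, which are not among these 9, are highest, with a peroxidase 47-like (C963157) at 35.8 FPKM and a bacterial-induced peroxidase (C953900) at 22.2 in central cylinder. In mature leaf, galactinol synthase 1 (C958744), the first enzyme of raffinose synthesis, reached 1961 FPKM against 8.34 in young leaf, from 27454 and 123 fragments. These counts cover the held rows only, and those for bark include the rows with fungal names.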

Further, the overlap of transcript expression across tissues seems to stem from their association at different stages of development.

### 2.5. Construction of Gene-Metabolite Co-Expression Network Uncovers Tissue-Specific Transcriptome Signature and Specialized Metabolites Biosynthesis Pathways in Magnolia obovata

The ability of weighted gene co-expression network analysis (WGCNA) to transform a comprehensive transcriptome expression dataset into a representation of interconnectedness, thus revealing the intricate relationships within, has been widely acknowledged, facilitating the exploration of interconnected biomolecules [18,48,49,50]. Rooted in the guilt-by-association concept, WGCNA operated on the premise that genes with correlated expression are often functionally related, participating in common pathways, regulatory mechanisms, or responses to environmental stimuli [33]. WGCNA helps in understanding the gene interactions and underlaying relationships within a biological system by grouping these co-expressed genes into modules, with genes within the same module tending to have similar biological functions. Leveraging this approach, it becomes feasible to predict novel genes involved in specialized metabolite biosynthesis pathways by exploring modules containing well-characterized ‘bait genes’ of interest. This approach has been proven effective in identifying functional genes associated with the biosynthesis of plants’ specialized metabolites in several model and medicinal plants [18,51,52,53,54]. Using a similar approach for *M. obovata*, we performed WGCNA using the highly expressed (FPKM > 5 in at least one of the seven tissues) and annotated transcripts and identified highly co-expressed transcript modules (Table S8). WGCNA identified 12 transcript modules, of which T12 (5429 member transcripts) and T6(70 member transcripts) represented the largest and the smallest modules, respectively, (Table S9). 

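Bark, followed by pistil, was the tissue of highest FPKM for more transcripts above 5 FPKM than any other tissue. A transparent testa 1 transcription factor (C962215) of the flavonoid group was highest in bark, at 25.6 FPKM (interval 22.5 to 29.1) against 10.5 in stem, and a D-glycerate 3-kinase (C946208) of photorespiration in pistil, at 50.7 FPKM (45.2 to 56.6) against 3.93 in floral bud. In the files, 57745 transcripts exceeded 5 FPKM in at least 1 tissue, and 38348 of these were longer than 500 bp. Of the 57745, bark was the tissue of highest FPKM for 15068 (26.1%), pistil for 10858, central cylinder for 9490, floral bud for 6605, stem for 5903, young leaf for 4975 and mature leaf for 4846. The lead of bark depended on the setting. Above 500 bp pistil was highest for 7472, central cylinder for 6897 and bark for 6440, and above 10 FPKM pistil was highest for 6003 and bark for 5320, and after division by the median ratio of each library pistil was highest for 13501 and bark for 12329. The annotation and similarity filters of the paper were not repeated.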

Notably, transcript expression patterns mirrored the observed accumulation profiles of metabolites, displaying tissue-specific trends. 

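The young leaf module T1, held in full with 1202 transcripts, was highest in that tissue for most of its members. Among its named members, protochlorophyllide reductase C (C960450), an enzyme of chlorophyll synthesis, stood at 203 FPKM in young leaf, 82.3 in mature leaf and 38.0 in stem. Aquaporin PIP2-7 (C955890), a water channel, stood at 137 FPKM in young leaf and 61.7 in stem, and adenylate kinase was less uneven, with floral bud next at 47.3. The mean FPKM over T1 was 33.0 in young leaf, 13.8 in stem, 9.77 in mature leaf and 4.76 in pistil, and 1116 of its 1202 members (92.8%) were highest in young leaf and 70 in stem. Of the first 1998 of the 3325 transcripts of T2, 1967 (98.4%) were highest in pistil, with a mean of 66.1 FPKM there and 14.2 to 20.9 in the other tissues. Of the first 1998 of the 2520 transcripts of T3, 1984 (99.3%) were highest in floral bud, with a mean of 68.0 FPKM there and 12.5 to 20.2 in the other tissues. Modules are defined by these same 7 values per transcript, and members of T8, T9, T11 and T12 were not analysed here apart from the transcripts of Table S11.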

The transcript modules, namely T1, T2, T3, T8, T9, T11, and T12 showed tissue-specific expression trends for young leaf, pistil, floral bud, central cylinder, stem, mature leaf, and bark, respectively (Figure 4).

The integration of multi-omics datasets enables a broader exploration beyond gene expression patterns and metabolite accumulation by establishing gene-to-metabolite associations to reveal complex relationships among biomolecules. The integration allows for the examination of how metabolite accumulation patterns correlate with gene expression patterns within the same pathway. By combining gene co-expression data with metabolic profiling data, it becomes possible to identify genes whose expression patterns correlate with metabolite accumulation patterns in specific pathways, thereby suggesting their involvement in orchestrating observed metabolic shifts [12,13]. This integrated omics approach has facilitated the achievement of a refined and comprehensive prioritization of genes involved in a specific biosynthetic pathway of interest [12,18,19,28]. To implement the integrated omics strategy in *M. obovata,* we performed a Pearson-based correlation analysis using the average accumulation or expression value of the metabolites and transcripts assigned to the identified metabolome, and transcriptome modules, respectively. 

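Module T1, which peaked in young leaf, had its highest Pearson r with M1 and its highest Spearman rho with M5. Its mean FPKM had a Pearson r of 0.57 with the average of M1, a leaf module dominated by flavonoids, over the 7 tissues (exact permutation p = 0.1712, adjusted p = 0.3816, two-sided, Benjamini-Hochberg over 5 tests). M1 averaged 205447 in mature leaf and 171113 in young leaf in Table S4. With M5, highest in stem, Pearson r was 0.41 (exact permutation p = 0.229, adjusted p = 0.3816) and Spearman rho 0.89 (exact permutation p = 0.0123, adjusted p = 0.0615). The Pearson r was 0.31 with M2, -0.39 with M3 and -0.25 with M4, with exact permutation p of 0.652, 0.2036 and 0.3903, and Spearman rho was 0.36 with M1, 0.21 with M2, -0.21 with M3 and -0.43 with M4. Without young leaf and stem, the tissues farthest from the median of T1, r was 0.61 with M1, 0.38 with M2, -0.81 with M3, 0.11 with M4 and 0.52 with M5. None of the 5 correlations passed an adjusted p of 0.05, and the other module pairs were not recomputed, since the members of no other module were used here in full.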

A notably high correlation (R^2^ > 0.9) was observed for four module pairs, M1–T11, M3–T2, M4–T12, and M5–T9 (Figure 5a, Table S10). Among the metabolite–gene module pairs, M4–T12 was specific to the bark tissues and included magnolol and honokiol, the major constituents that give the characteristic medicinal properties to the *M. obovata*. Therefore, we further explored the transcript module T12. The top 15 KEGG pathways based on the number of transcripts from T12 module being mapped to the pathway database are summarized in Figure 5b. While the top KEGG pathways were mainly associated with primary metabolic pathways, transcripts within the T12 module also represented homologs of all genes involved in the biosynthesis of phenylpropanoids and flavonoids in *M. obovata* (Figures S3 and S4). Gene ontology enrichment analysis using annotation of transcripts from the T12 module showed enrichment of several metabolic processes associated with stress responses, including some response type processes, namely response to water deprivation and defense response to bacterium (Figure 5c).

### 2.6. Merging Omics Landscapes to Decode Neolignans Biosynthesis in Magnolia obovata

Neolignans, namely honokiol and magnolol, are the key bioactive constituents attributing to the characteristic medicinal properties of *M. obovata* [2]. Monolignols from the cinnamate/monolignol biosynthetic pathway are reported to be the intermediates in the biosynthesis of neolignans [55]. The biosynthesis of lignans is well characterized and is known to be initiated by oxidation of coniferyl alcohol to form corresponding radical through the enzymatic activity of oxidases such as laccase followed by the stereoselective dimerization catalyzed by dirigent proteins [56,57,58]. In contrast, our understanding of the biosynthesis pathway of neolignans is currently limited. However, several crude enzyme preparation-based studies have highlighted that similar to the lignans biosynthesis, polymerization of phenylpropanoid monomers also results in the formation of neolignans [55,59,60,61,62]. However, the oxidases and dirigent proteins involved in the biosynthesis of neolignans are still largely unknown.

Laccases (LACs), a class of multi-copper oxidases, are widely distributed across different kingdoms, including bacteria, fungi, plants, and animals [63,64]. Characterized by broad substrate specificity, laccases catalyze independently of any cofactors. Laccases mainly oxidize aromatic phenolics but also participate in the oxidizing reaction of diamines and benzenethiols through the reduction in molecular oxygen into water [63]. The radicals generated by laccase enzyme require the action of dirigent proteins (DIRs) that orient the two radicals correctly for them to undergo a regio- and stereo-selective coupling reaction [63]. These mechanisms of action have been majorly reported for the biosynthesis of lignans, ellagitannins, and stilbenoid dimers [63,65,66,67]. A recent study on Arabidopsis highlighted the role of laccase and dirigent proteins in the biosynthesis of seed-protective neolignans [68]. Considering the diverse substrate specificity observed in laccases, and reports of its novel functionalities observed in the biosynthesis of lignans, neolignans, and related compounds [63], we hypothesize that neolignans in *M. obovata* originate from the precursor coniferyl alcohol through a two-step process (Figure 6a). As the first step, laccases catalyze the generation of monolignol radicals. These radicals, stabilized through mesomeric forms, render multiple positions on the carbon skeleton reactive. Subsequently, in the second step facilitated by dirigent proteins, these radicals undergo dimerization, forming new C-C or C-O bonds.

The transcript module T12, which shared a high association with the metabolite module M4, which included the neolignans magnolol and honokiol, included homologs of all the enzymes involved in the biosynthesis of coniferyl alcohol. Therefore, LACs and DIRs included in the T12 module and sharing high co-expression with the other homologs of phenylpropanoid biosynthetic pathway are strong candidates with potential role in catalyzing the reaction to produce neolignans in *M. obovata.* Using homology-based annotation and functional characterization, we identified three LACs and seven DIRs, respectively, in the transcript module T12. 

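All 10 transcripts were highest in bark. Mo_LAC1 stood at 11.8 FPKM in bark (118 fragments, 95% Poisson interval 9.80 to 14.2), 5.85 in pistil (4.42 to 7.59) and 1.02 in stem, with no fragment in central cylinder and floral bud. Mo_LAC2 had nearly the same profile, at 12.3 FPKM in bark (157 fragments, 10.4 to 14.3), 6.08 in pistil (4.78 to 7.63) and 1.85 in stem. Whether Mo_LAC1 and Mo_LAC2 come from the same gene and share reads was not tested. Mo_LAC3 rests on 5 fragments, all in bark, or 8.23 FPKM with an interval of 2.67 to 19.2. Among the dirigent transcripts, whose proteins orient phenoxy radicals for coupling, Mo_DIR1 stood at 22.3 FPKM in bark (18.4 to 26.7) and 13.8 in stem (11.3 to 16.7), and the isoform Mo_DIR2, which may share its reads, at 12.5 and 6.19. Mo_DIR3 stood at 15.5 FPKM in bark and 8.31 in stem, and Mo_DIR4 at 6.58 and 3.62. Mo_DIR5 stood at 10.5 FPKM in bark, 9.27 in stem and 9.04 in pistil, and Mo_DIR6 and Mo_DIR7 rest on 11 fragments each in bark. The intervals of bark and the next tissue lay apart for Mo_LAC1, Mo_LAC2, Mo_DIR1, Mo_DIR2 and Mo_DIR3 and met for Mo_DIR4 to Mo_DIR7 and Mo_LAC3. After division by the median ratio of each library, Mo_DIR5 was higher in pistil than in bark, by 0.08 on the log2 scale, and the other 9 remained highest in bark.

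**Figure D3:**
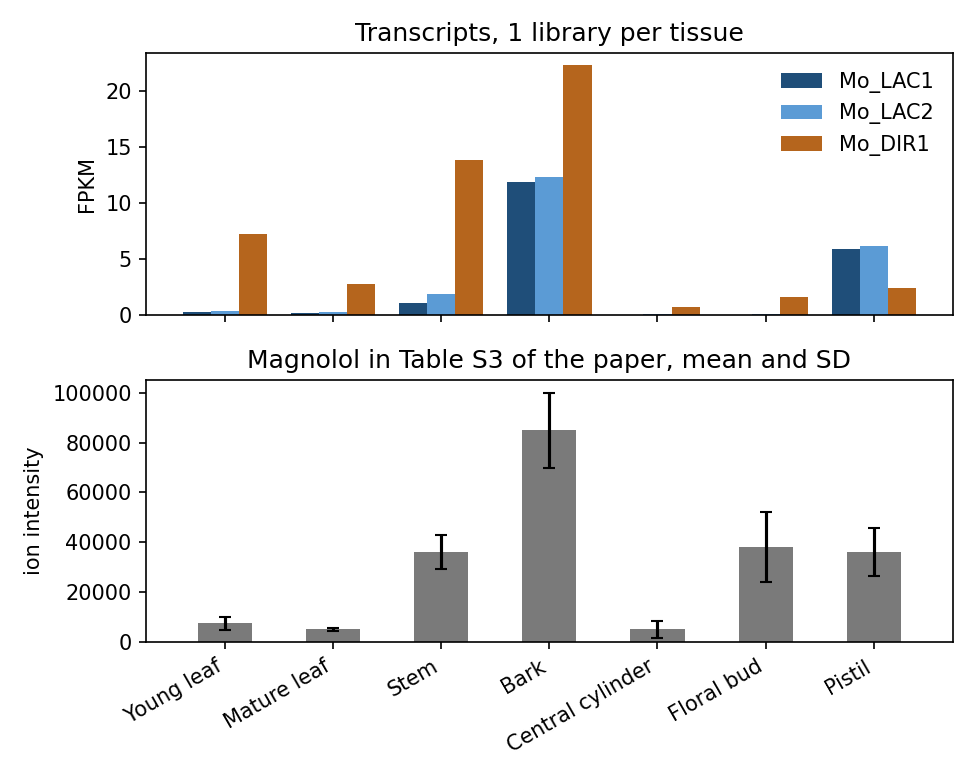
The upper bars give FPKM of Mo_LAC1, Mo_LAC2 and Mo_DIR1 in 7 tissues, 1 library each, and the lower bars the ion intensity of magnolol in Table S3 of the paper, as mean and SD of 4 or 5 samples per tissue. Both are highest in bark, whereas floral bud holds 38135 of magnolol and at most 0.06 FPKM of the laccases.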

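By Pearson r over all 7 tissues, Mo_LAC2 and Mo_LAC1 had the highest correlations with magnolol and honokiol of the transcripts with more than 5 fragments in bark, whereas by rank Mo_DIR5, with a rho of 0.86, was closest to honokiol. For Mo_LAC2, Pearson r with magnolol was 0.88 over the 7 tissues (exact permutation p = 0.0248, adjusted p = 0.093, Benjamini-Hochberg over 30 tests) and Spearman rho 0.46 (exact permutation p = 0.3024). With honokiol, r was 0.85 for Mo_LAC2 (exact permutation p = 0.0123, adjusted p = 0.093) with a rho of 0.75 (exact permutation p = 0.0663), and 0.82 for Mo_LAC1 (exact permutation p = 0.021, adjusted p = 0.093) with a rho of 0.81 (exact permutation p = 0.0381). For Mo_DIR1, r was 0.77 with magnolol and 0.79 with honokiol (exact permutation p = 0.0446 and 0.0216, adjusted p = 0.0988 and 0.093), with a rho of 0.43 and 0.71. Over the 10 transcripts r ran from 0.52 to 0.88 with magnolol, from 0.38 to 0.85 with honokiol and from 0.48 to 0.97 with module M4, and none of the 30 passed an adjusted p of 0.05. The 0.97 is that of Mo_LAC3, which has fragments in bark alone, and Mo_LAC1 and Mo_LAC2 followed at 0.91. Bark carries much of these relations. Without it, r over 6 tissues was 0.54 for Mo_LAC2 and 0.49 for Mo_LAC1 with magnolol, and of 9 transcripts 7 had a positive r with magnolol (median 0.29), 7 with honokiol (median 0.57) and 3 with module M4 (median -0.12). Without the 2 tissues farthest on the transcript axis, 3 of 9 kept a positive r with magnolol. These were Mo_DIR5 at 0.85, Mo_LAC2 at 0.51 and Mo_LAC1 at 0.47, while Mo_DIR1 gave -0.29. The tissues left out differ by transcript. Bark is among them for Mo_LAC1, Mo_LAC2 and Mo_DIR1, but for Mo_DIR5 they are central cylinder and floral bud. Without bark, r of Mo_DIR5 was 0.43 with magnolol and 0.7 with honokiol. With honokiol 3 of 9 were positive as well, Mo_LAC2 at 0.85, Mo_LAC1 at 0.82 and Mo_DIR5, with bark kept, at 0.93. The range began at -0.56 and the median was -0.15. With bark and pistil left out, Mo_LAC1 rests on 15 fragments in stem and at most 4 in any other tissue. In Table S3 magnolol averaged 85010 in bark (SD 15050, n = 5), 38135 in floral bud (SD 13926, n = 5), 36200 in pistil (SD 9686, n = 5) and 35985 in stem (SD 6834, n = 4), and 5035 to 7391 in the other tissues. The 10 transcripts were chosen by the study on these same libraries, so a p adjusted over the list alone is not independent evidence. From their place in module T12 beside homologs of the coniferyl alcohol pathway, and from the correlation of T12 with M4, the paper proposes these laccases and dirigent proteins as candidates for the production of neolignans. By phylogeny and protein domains it then narrows them to Mo_LAC1, Mo_LAC2 and 3 dirigent proteins of the DIR-b/d subfamily.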

To understand the type of reaction catalyzed by these LACs and DIRs in *M. obovata*, we performed a phylogenetic analysis of them with the functionally characterized laccases and dirigent proteins from other plant species.

Phylogenetic analysis of three of the laccases included in the T12 transcript module of *M. obovata* was performed with the 29 of the known laccases across different plant species, including *Arabidopsis thaliana, Populus trichocarpa, Zea mays,* among others (Table S11). While one of the laccases of *M. obovata* formed a separate clade, two of the laccases clustered together with the laccase 5, laccase 12, laccase 3, and laccase 13 of *A. thaliana* and laccase 90 of *P. trichocarpa* (Figure 6b). While most of these Arabidopsis laccase remains uncharacterized, a recent study showed *AtLAC5* to oxidize coniferyl alcohol [68]. *PtLAC90* has also been shown to oxidize a wide range of substrates, including coniferyl alcohol [69]. Moreover, both laccase encoding transcripts in *M. obovata* contain the known functional multicopper oxidase domain. Therefore, inferring from our phylogenetic analysis, we propose these two laccases, namely *Mo_LAC1* and *Mo_LAC2*, as strong candidate genes potentially involved in the oxidizing of coniferyl alcohol, the first reaction towards the biosynthesis of neolignans in *M. obovata.*

To identify the potential DIRs involved in the second step of neolignans biosynthesis, we performed a phylogenetic analysis of seven of the DIRs of *M. obovata* with the known DIRs spanning across various plant species (Table S11). Our comprehensive phylogenetic analysis provides invaluable insights into the relationships between various subfamilies of dirigent proteins with dirigent proteins of *M. obovata* from T12 module, therefore, shedding light on the complexity of neolignans biosynthesis. While one of the transcripts formed a separate clade (Figure 6c), notably, the six transcripts span two subfamilies, five to DIR-b/d subfamily and one with DIR-g subfamily, signifying multifaceted repertoire of dirigent proteins at play in *M. obovata*’s biochemical landscape. While less characterized, the DIR-g is a species-specific subfamily, and putatively participates in the biosynthesis of lignins [70,71], and the *M. obovata* transcript clustered together within the DIR-g subfamily may suggest its role in the biosynthesis of lignins. Most transcripts included in the T12 transcript module of *M. obovata* clustered within the DIR-b/d subfamily, making this subfamily a focal point of our investigation. The majority of the genes from the DIR-a subfamily of dirigent proteins is primarily associated with synthesizing pinoresinol lignans [71,72]. On the other hand, DIR-b/d proteins are more versatile and renowned for their remarkable substrate specificity, guiding the synthesis of a broader range of compounds [73]. It has also been reported that the DIR-b/d subfamily has expanded in many plant families, suggesting their role in the plant adaptive evolution under different biotic and abiotic stresses [71,73,74,75]. Therefore, five transcripts being grouped with the DIR-b/d subfamily may suggest their potential role in the biosynthesis of neolignans in *M. obovata*. Moreover, three of the five transcripts from the DIR-b/d subfamily had functional dirigent-like protein domain, thus, prioritizing their role in the biosynthesis of neolignans in *M. obovata*. Results from the phylogenetic analysis open doors to further exploration. Future research to delve deeper into the functional characterization of transcripts affiliated with different DIR subfamilies may help uncover how they influence neolignans biosynthesis in *M. obovata*.

## 3. Materials and Methods

### 3.1. Plant Materials

The *Magnolia obovata* plant was maintained at the medicinal plant gardens, Chiba University, under natural conditions (Figure 1). The seven tissues of *M. obovata*, including young leaf, mature leaf, stem, bark, central cylinder, floral bud, and pistil, were harvested and immediately frozen in liquid nitrogen. The tissues were stored at −80 °C until further use. For RNA extraction, tissues were homogenized to fine powder using mortar and pestle. For metabolites extraction, tissues were homogenized to fine powder using a mixer mill, MM300 (Retsch, Haan, Germany). Here, we adopted the split experimental design, where same tissues were split into two parts, each used for generating transcriptome and metabolome datasets.

### 3.2. Untargeted Metabolite Analysis for Seven Tissues of Magnolia obovata

Each of the homogenized tissues of *M. obovata* were freeze-dried and metabolites were extracted using 50 μL of 80% (*v*/*v*) LC–MS-grade methanol (Wako chemicals, Osaka, Japan) and 20% (*v*/*v*) LC–MS-grade water (Wako chemicals, Osaka, Japan) containing 2.5 μM of 10-camphoursulfonic acid (TCI, Tokyo, Japan), and 2.5 μM of lidocaine (TCI, Tokyo, Japan) per milligram of dry weight. After centrifugation using an Eppendorf 5417R centrifuge (Eppendorf SE, Hamburg, Germany) at 17,800× *g* for 10 min, the supernatant was subsequently processed using Oasis HLB μElution plate (Waters Inc., Milford, MA, USA) for removal of lipids and impurities, and the MS and MS^2^ datasets were acquired in the positive and negative ionization mode as described previously [18]. Peaks were aligned using MS-DIAL v4.80 with its default parameters. Peak normalization was conducted by comparison with an internal standard (lidocaine). Metabolites were annotated using MS-FINDER v3.52 and using *m*/*z* values of diterpene alkaloids being reported previously with tolerance 10 ppm. Putative chemical identities were assigned to the acquired metabolite peaks by mapping onto the KNApSAcK database and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway database. The MS^2^-based validation of metabolites was conducted as reported previously [18].

### 3.3. RNA Extraction, and cDNA Library Preparation

Frozen tissues of *M. obovata*, the same tissues used for untargeted metabolome analysis, were used for RNA extraction and cDNA library preparation. RNA extraction, RNA integrity analysis, mRNA sample preparation, fragmentation of isolated mRNA, and cDNA library preparation for Illumina sequencing were performed as described previously [16].

### 3.4. Illumina Sequencing

The cDNA library thus prepared for each tissue of *M. obovata* was sequenced using an Illumina HiSeq™ 2000 sequencer (Illumina, Inc., San Diego, CA, USA), and paired-end reads were obtained with an average length of 101 bps. Preparation and shearing of mRNA, cDNA library preparation, and sequencing were performed at Kazusa DNA Research Institute, Chiba, Japan. The raw sequence reads for all seven tissues of *M. obovata*, their expression value and the de novo transcriptome assembly used in this study have been deposited in NCBI’s Gene Expression Omnibus (GEO) and are available at GEO series accession number GSE275868.

### 3.5. RNA-seq Raw Reads Pre-Processing, De Novo Transcriptome Assembly, and Functional Classification of Transcripts

Raw sequencing reads thus generated were preprocessed through the Trimmomatic program v0.39 [39] to remove adaptor sequences, short reads, reads with ambiguous ‘N’ base > 5%, and low-quality reads (Phred score < 30). Paired-end processed reads, as well as unpaired high-quality reads that lost their corresponding sequence partner due to Trimmomatic filtering, for all seven tissue types were combined to build a de novo transcriptome assembly of *M. obovata*. The de novo transcriptome assembly resulting from the Trinity program v3.0 [42] was further processed through the CD-HIT-EST program v4.8.1 [44] for sequence redundancy removal, and it was and subsequently used for annotation and characterization. The transcripts obtained were, thus, used for the read alignment and abundance estimation in individual tissues of *M. obovata* using Bowtie 2.0 v2.3.5.1 [76] and RSEM v1.3 [77], respectively. Transcript expression was calculated in terms of Fragments per Kilobase exon per million mapped fragments (FPKM). Correlation analysis was performed for all seven tissues of *M. obovata* through the DeSeq2 program v3.17 [78] of the R-package. The completeness and quality of the *M. obovata* de novo transcriptome assembly were assessed using Benchmarking Universal Single-Copy Orthologs (BUSCO) [45] analysis against the viridiplantae_odb10 database, conducted through OmicsBox v3.1.2 (https://www.biobam.com/omicsbox; access date 25 January 2025).

The annotation of de novo transcriptome assembly of *M. obovata* was performed using a Blastx-based homology search against the NCBI-nr database with an E-value cutoff < 10^−5^, and the top Blastx hit was used to assign sequence description and putative functionality to the transcripts. Furthermore, OmicsBox v3.1.2 was used to obtain GO terms, EC number, and KEGG pathway-based annotation for the transcripts of *M. obovata*. For the identification of transcripts involved in the biosynthesis of diterpene alkaloid, the annotated transcriptome assembly was screened for the homologs of the associated enzymes, and candidate transcripts were selected that had a length greater than 500 bps and sequence similarity with top Blastx hit of over 70%.

### 3.6. Module Construction Using Omics Dataset of Magnolia obovata

For metabolome data, 105 MS^2^-validated metabolites were used for the module construction. For the identification of modules in the transcriptome datasets, we first filtered the assembled transcripts using the following parameters: (i) length > 500 bps and similarity > 70%, and (ii) FPKM > 5 in at least one of the seven tissues, resulting in narrowing down of 25,728 transcripts, which were subsequently used for WGCNA in R. Hierarchical clustering based on the topological overlap (TO) similarity was used to obtain network modules, and the highly similar modules (dissimilarity < 0.25) were merged to prevent over-splitting of the modules. Module eigenvalues, representing the overall profile of the module, were calculated for each of the identified modules.

### 3.7. Integrative Omics Analysis Through Correlation of Metabolite and Transcript Modules of Magnolia obovata

The average metabolite levels and the FPKM values of transcripts clustered in the individual metabolite and transcript modules, respectively, were used for correlation analysis. A Pearson correlation analysis was performed to calculate correlation coefficient between each metabolite and transcript module and generate a pairwise Pearson correlation matrix. The correlation relationships between metabolites and transcripts were visualized using Hatmap2.0 in the R package.

### 3.8. Phylogenetic Analysis of Candidate Laccase and Dirigent Proteins in Magnolia obovata

The transcripts of *M. obovata* annotated as laccase and dirigent proteins, included in transcript module T12 and having a sequence length of over 500 bps as well as having sequence similarity with the top Blastx hit of 70% were selected for phylogenetic analysis. These selected transcripts were translated to their corresponding protein sequences by selecting the translation frame that resulted in the longest amino acid sequence while starting with methionine using OmicsBox v3.1.2. Protein sequences of candidate transcripts and previously known laccase and dirigent proteins involved in the biosynthesis of specialized metabolites in other plant species were aligned using the MUSCLE program v3.8.31 [79], and evolutionary distances were inferred using the Neighbor-Joining method [80] with bootstrap values obtained after applying 1000 replications using the MEGA X program v10.2.6 [81].

## 4. Conclusions

This study significantly enhances our understanding on the biosynthetic pathways of neolignans in *Magnolia obovata*, underscoring the complex interplay between metabolite accumulation and gene expression across various tissues. In this study, we established high-quality metabolome and transcriptome resources for *M. obovata*, which holds a unique position within the diverse *Magnolia* genus for its extensive pharmacological relevance in various traditional medicinal practices. The multi-omics approach focused on metabolomics and transcriptomics integration has provided valuable insights into the genetic and molecular underpinnings of this medicinal plant. By focusing on seven tissues, namely young leaf, mature leaf, stem, bark, central cylinder, floral bud, and pistil, we aimed to gain insight into the biosynthesis of specialized metabolites with therapeutic properties in *M. obovata*. The establishment of a robust omics resource revealed distinct tissue-specific accumulation patterns of metabolites, particularly in bark tissue, highlighting the adaptive strategies employed by this species. Through comprehensive untargeted metabolome and transcriptome profiling, we identified candidate genes associated with the biosynthesis of key bioactive compounds pivotal to the medicinal properties of *M. obovata*, including honokiol and magnolol. The integration of gene expression data with metabolite profiles facilitated the identification of candidate genes associated with neolignan biosynthesis, particularly enzymes that code for laccases and dirigent proteins. Phylogenetic analyses of these enzymes provided insights into their evolutionary relationships and potential roles in catalyzing specific biosynthetic reactions. The identification of Mo_LAC1 and Mo_LAC2 as strong candidates for oxidizing coniferyl alcohol lays a foundation for future functional characterization studies. Overall, this research not only clarifies the molecular mechanisms underlying neolignan biosynthesis *in M. obovata* but also offers valuable resources for the exploration of secondary metabolism in medicinal plants. The findings pave the way for further investigations into the regulatory networks governing these pathways, contributing to the broader understanding of plant biology and the potential development of natural products with therapeutic applications. Our findings also lay the groundwork for future endeavors in harnessing the therapeutic potential of *M. obovata*.

## Figures and Tables

**Figure 1:**
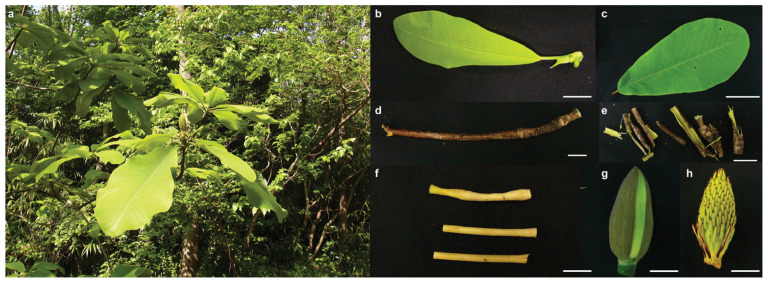
Tissues used for the multi-omics study on the biosynthesis of specialized metabolites in *Magnolia obovata*. (**a**) Plant growing under natural conditions in the herb garden, Chiba University; (**b**) Young leaf; (**c**) Mature leaf; (**d**) Stem; (**e**) Bark; (**f**) Central Cylinder; (**g**) Floral Bud; and (**h**) Pistil; the bars represent 1 cm.

**Figure 2:**
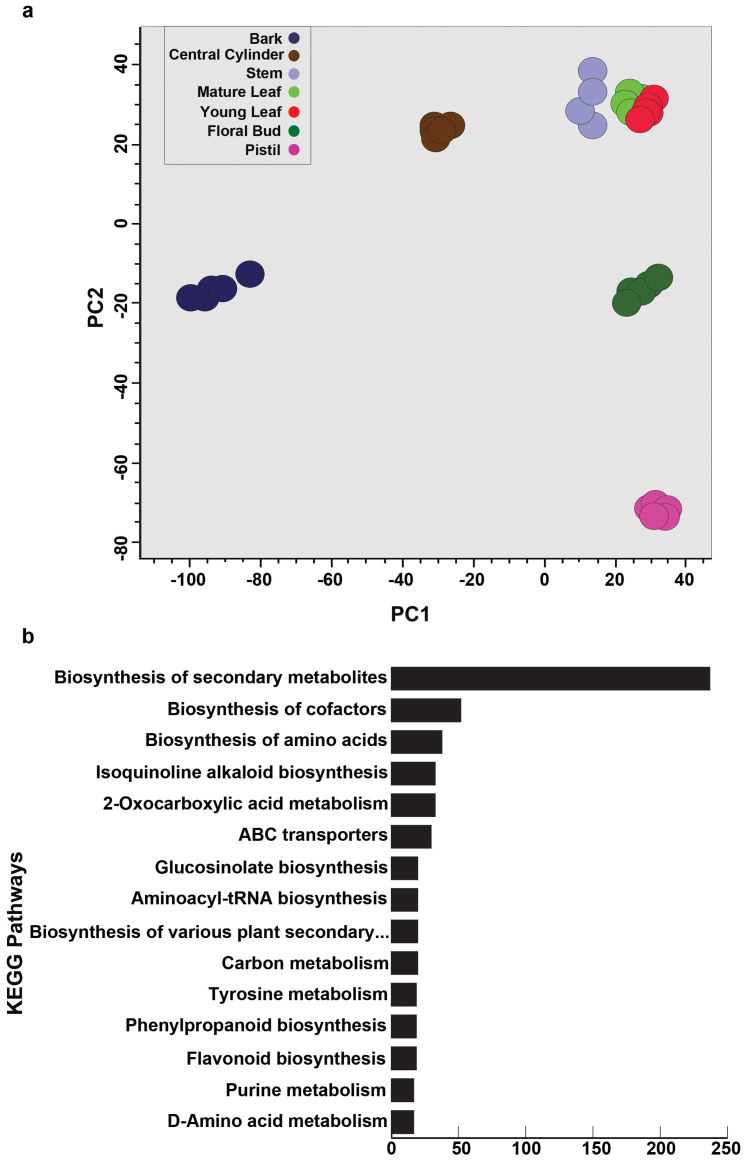
Untargeted metabolome analysis for seven tissues of *Magnolia obovata*. (**a**) Unsupervised Principal Component Analysis (PCA) using the metabolome datasets acquired for the seven tissues of *M. obovata*. (**b**) Top 15 KEGG pathways based on the number of assigned metabolites. The mass-features were mapped to the KEGG database, and the chemical identities were assigned based on the m/z similarity with a mass-error window of ±10 ppm. Furthermore, the KEGG pathways related to the assigned metabolites were extracted, the top 10 of which are shown here.

**Figure 3:**
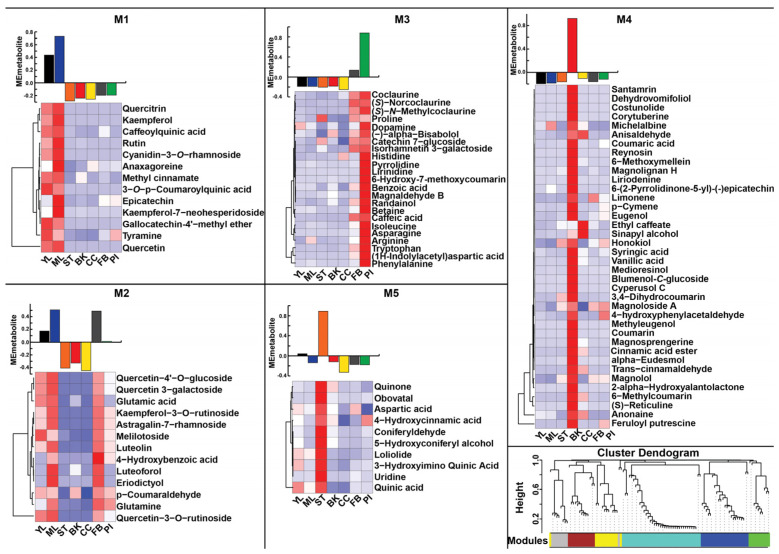
WCNA and accumulation pattern of MS^2^ confirmed metabolites in *Magnolia obovata*. The bar plots show the module eigenmetabolite of MS^2^-confirmed metabolites. The relative accumulation levels of metabolites included in each module are also shown by the heat maps above each bar plot. The dendrogram represents MS^2^-confirmed metabolites used for WCNA and clustering of module eigenmetabolites. Abbreviations: YL: Young leaf, ML: Mature Leaf, ST: Stem, BK: Bark, CC: Central cylinder, FB: Floral Bud, and PI: Pistil.

**Figure 4:**
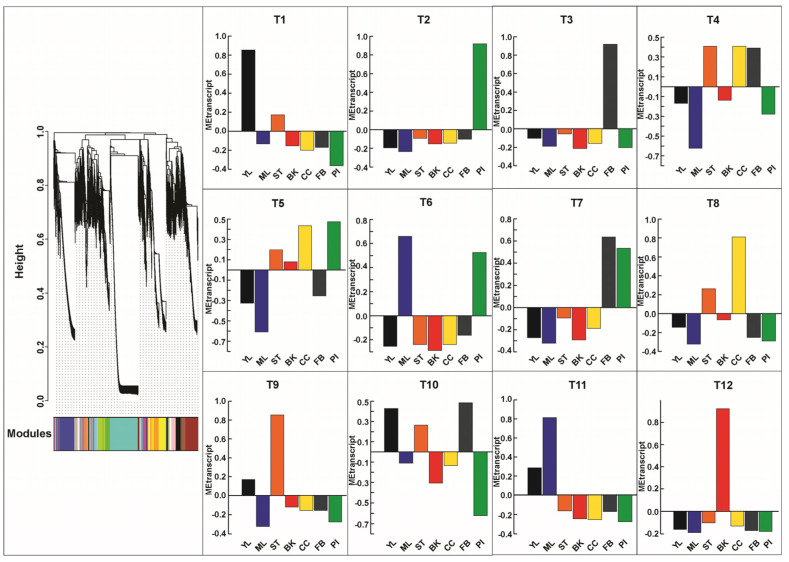
WCNA of the assembled transcripts in *Magnolia obovata*. The bar plots show the module eigentranscript of assembled transcripts. The relative accumulation levels of metabolites included in each module are also shown by the heat maps above each bar plot. The dendrogram represents expression level of transcripts used for WCNA and clustering of module eigentranscripts. Abbreviations: YL: Young leaf, ML: Mature Leaf, ST: Stem, BK: Bark, CC: Central cylinder, FB: Floral Bud, and PI: Pistil.

**Figure 5:**
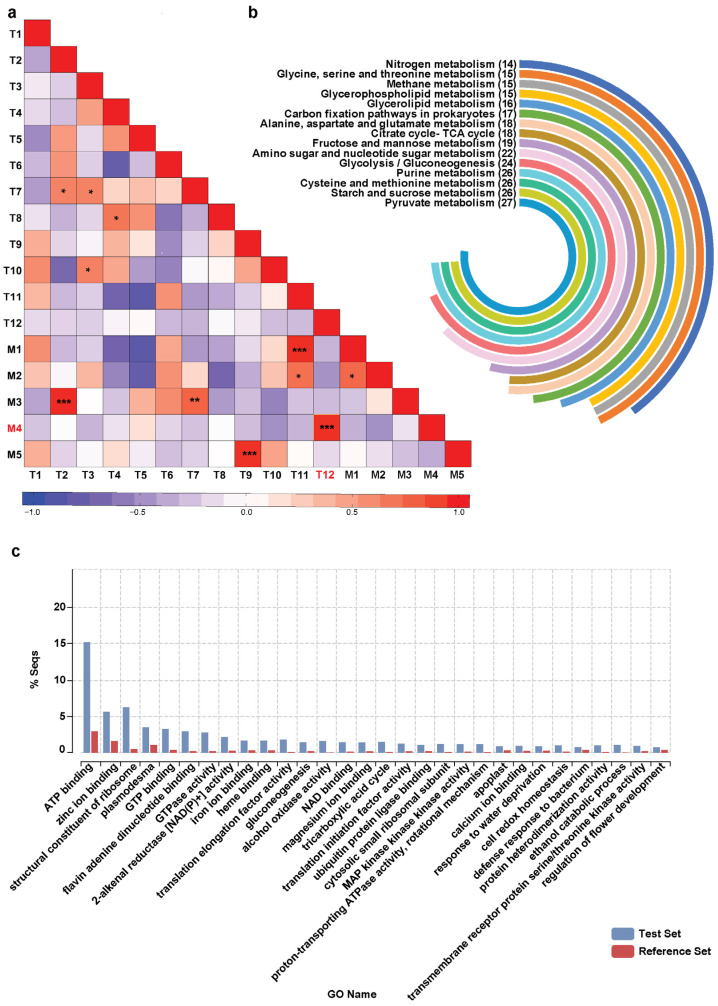
Module based integration of the metabolome and transcriptome datasets. (**a**) Pearson correlation coefficient between each MetM and TransM module pair. The red font highlights the transcript-metabolite module pair of interest. *** pairs with PCC > 0.9, ** pairs with PCC > 0.8, * PCC > 0.7. (**b**) The top 15 KEGG pathways based represented by transcripts included in T2 module based on the number of transcripts being mapped. (**c**) Gene Ontology (GO) enrichment analysis of the transcripts included in the T12 module.

**Figure 6:**
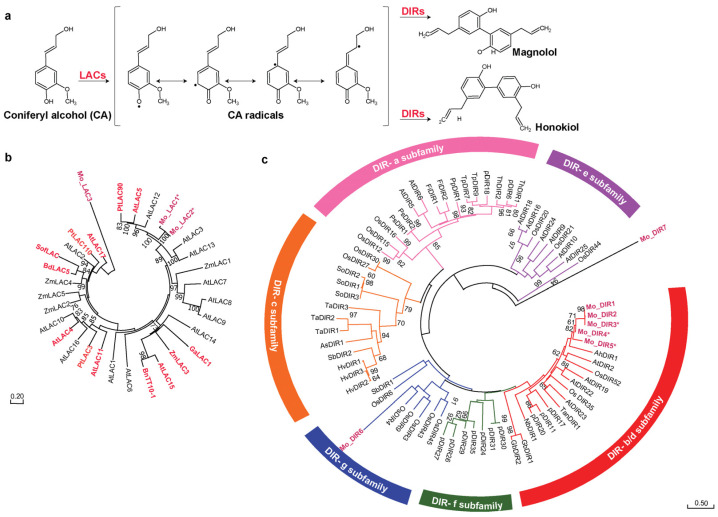
Proposed biosynthesis pathway for neolignans, honokiol and magnolol, in *Magnolia obovata.* (**a**) Proposed biosynthetic pathway. Abbreviations: LACs (laccases), and DIRs (dirigent proteins); Phylogenetic analysis of transcripts included in T12 module and annotated as LACs (**b**); and DIRs (**c**). The nucleotide sequences for candidate LACs and DIRs were translated and the corresponding protein sequences were aligned with LACs and DIRs spanning across different plant species using MUSCLE program. * DIRs annotated sequences with functional dirigent-like protein domain. The evolutionary history was inferred by using the Neighbor-Joining method with bootstrap values obtained after applying 1000 replications using the MEGA X program. Bootstrap values above 60% are shown here. The tree is drawn to scale, with branch lengths in the same units as those of the evolutionary distances used to infer the phylogenetic tree. The accession number of all the LACs and DIRs used for phylogenetic analysis are included as Table S11.

**Table 1:** Assembly statistics for *Magnolia obovata* de novo transcriptome assembly based on three popular assemblers and their combination.

Assembler	Kmer	No. of Contigs	N50	Average Length	Median Length	Max Length
CLC	20	126,234	1126	719	408	15,296
Trinity	25	404,394	1230	734	403	15,776
SOAPdenovo	31	147,639	1239	720	384	15,241
	41	148,423	1257	715	373	15,334
	51	146,829	1212	687	355	15,635
	63	135,683	1171	661	334	15,335
	71	109,186	1214	695	353	15,321
	91	28,652	1415	936	650	12,222
CLC_Trinity_SOAPdenovo (kmer31) CD-HIT-EST	N.A.	284,165	1280	762	424	17,676

## Data Availability

The Illumina raw sequence reads, the de novo transcriptome assembly, annotations, and expression value for the unigenes have been deposited in NCBI’s Gene Expression Omnibus (GEO) and are available at GEO series accession number GSE275868.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms26031068/s1.

# Supplementary material for: Multi-Omics Analysis Decodes Biosynthesis of Specialized Metabolites Constituting the Therapeutic Terrains of Magnolia obovata
**Source:** Int J Mol Sci. 2025 Jan 26;26(3):1068. doi: 10.3390/ijms26031068
**Supplement:** Supplementary file 1

a

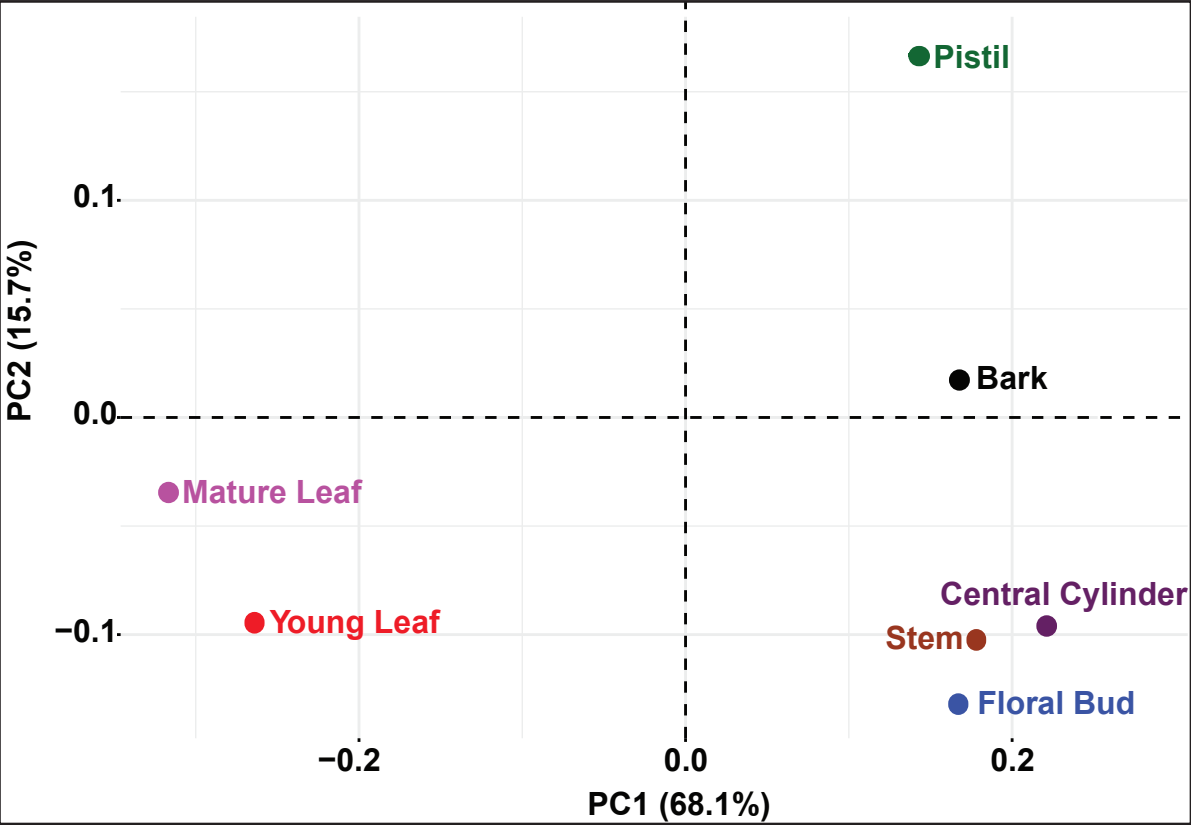

b

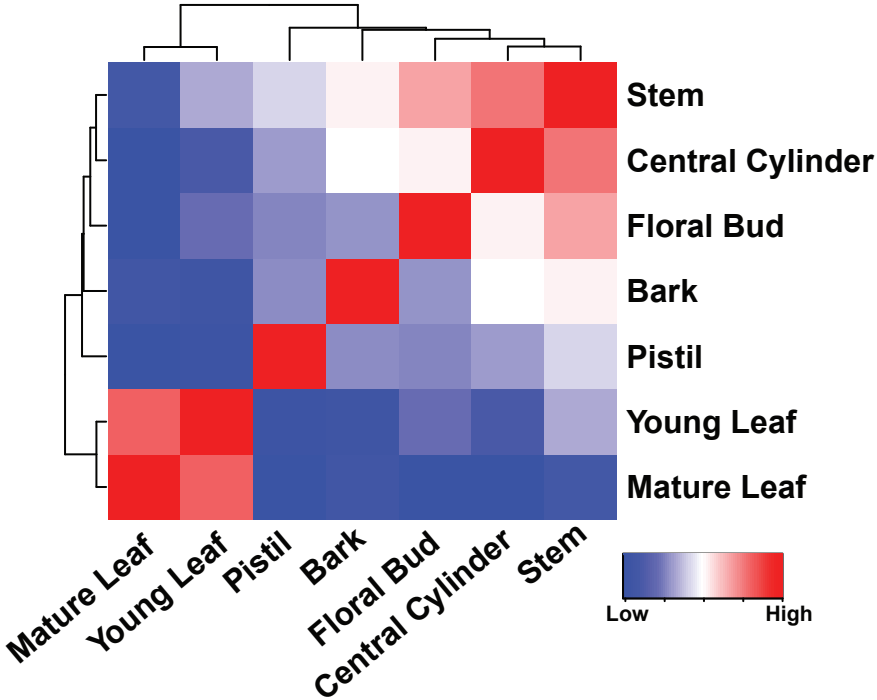

Figure S2: Transcriptome expression analysis across seven tissues of *Magnolia obovata*. (a) Unsupervised principal component analysis for seven tissues of *M. obovata*. (b) Correlation plot for all seven tissues of *M. obovata*. Transcript abundance analysis was performed and was used to understand the relationship between seven tissues of *M. obovata*. For correlation analysis, Euclidean distance-based hierarchical clustering was performed using expression value of transcripts with non-zero FPKM across seven tissues of *M. obovata*.

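Figure S2b sets the tissues side by side by the expression of the transcripts found in all of them, so that tissues with like levels over the 69697 shared transcripts are joined first. Across these transcripts, Pearson's r of log2(FPKM + 1) was 0.886 between young leaf and mature leaf, 0.878 between young leaf and stem, 0.869 between stem and bark and 0.867 between stem and central cylinder. It was lowest between young leaf and pistil, at 0.632. Between stem and central cylinder, 73.7% of the transcripts lay within 2-fold of each other, compared with 61.9% between the leaves and 43.3% between mature leaf and central cylinder. The correlations and shares are across transcripts, which are not independent replicates. The shares within 2-fold use FPKM as deposited. The median ratio of a library was 0.727 in mature leaf, 1.041 in young leaf, 1.23 in central cylinder and 1.32 in stem. Part of the differences between these shares may therefore come from scaling.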

# Supplementary material for: Multi-Omics Analysis Decodes Biosynthesis of Specialized Metabolites Constituting the Therapeutic Terrains of Magnolia obovata
**Source:** Int J Mol Sci. 2025 Jan 26;26(3):1068. doi: 10.3390/ijms26031068
**Supplement:** Supplementary file 1

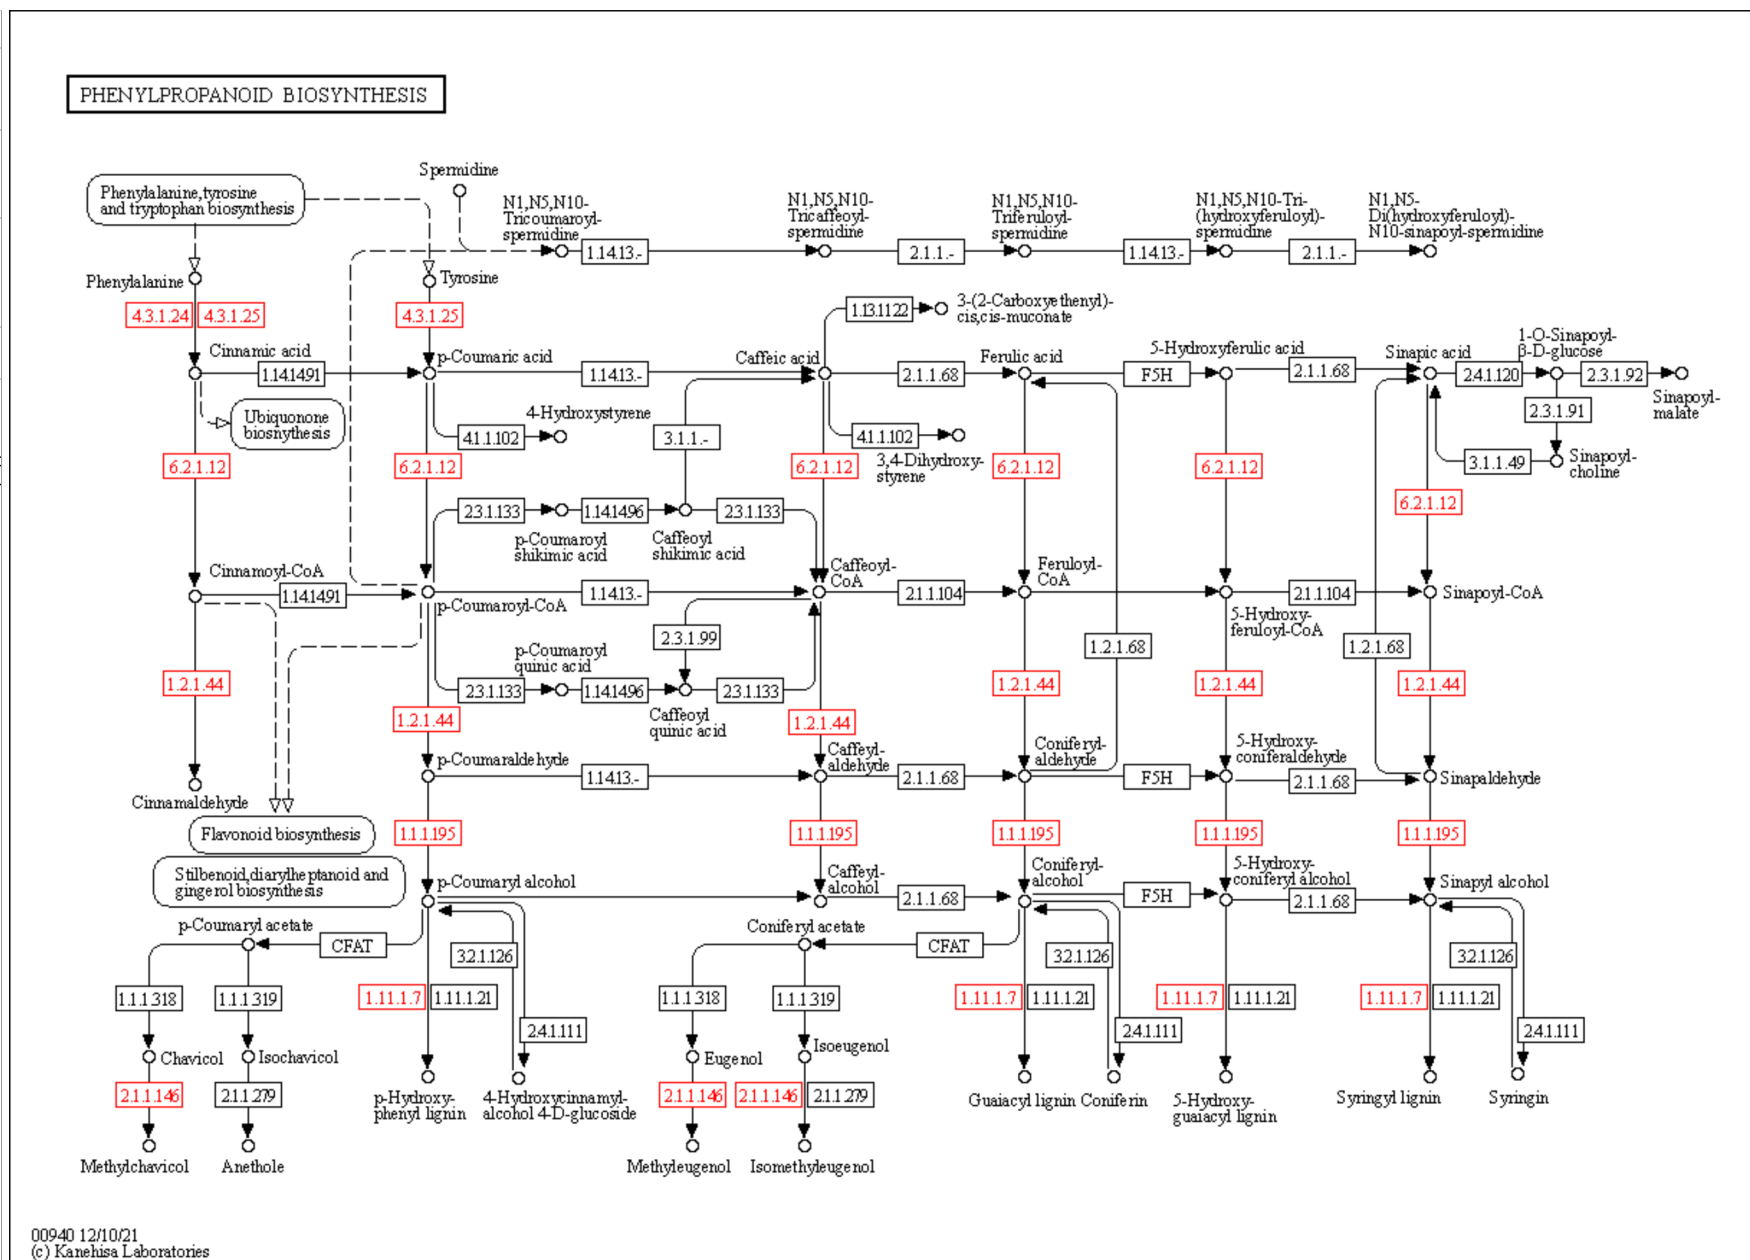

Figure S3: Representation of phenylpropanoid biosynthesis pathway by transcripts included in T12 module sharing high correlation with metabolite module M4 in *Magnolia obovata*. The transcripts grouped in the TransM12 modules were filtered and KEGG pathway mapping was performed using OmicsBox software.

# Supplementary material for: Multi-Omics Analysis Decodes Biosynthesis of Specialized Metabolites Constituting the Therapeutic Terrains of Magnolia obovata
**Source:** Int J Mol Sci. 2025 Jan 26;26(3):1068. doi: 10.3390/ijms26031068
**Supplement:** Supplementary file 1

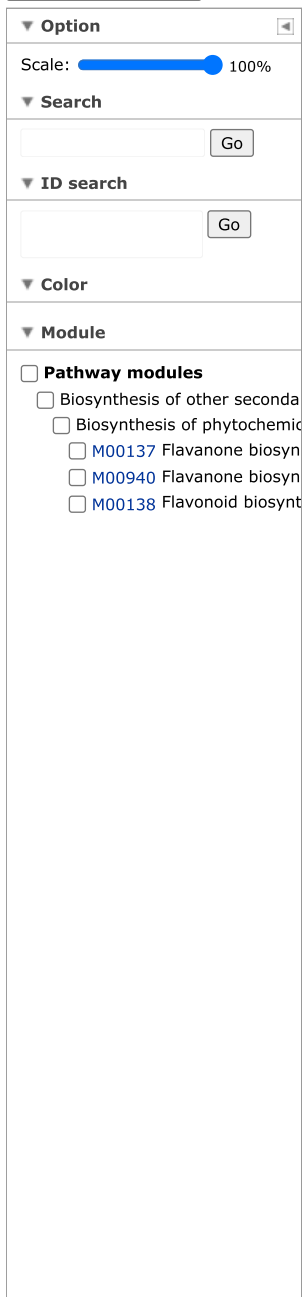

FLAVONOID BIOSYNTHESIS

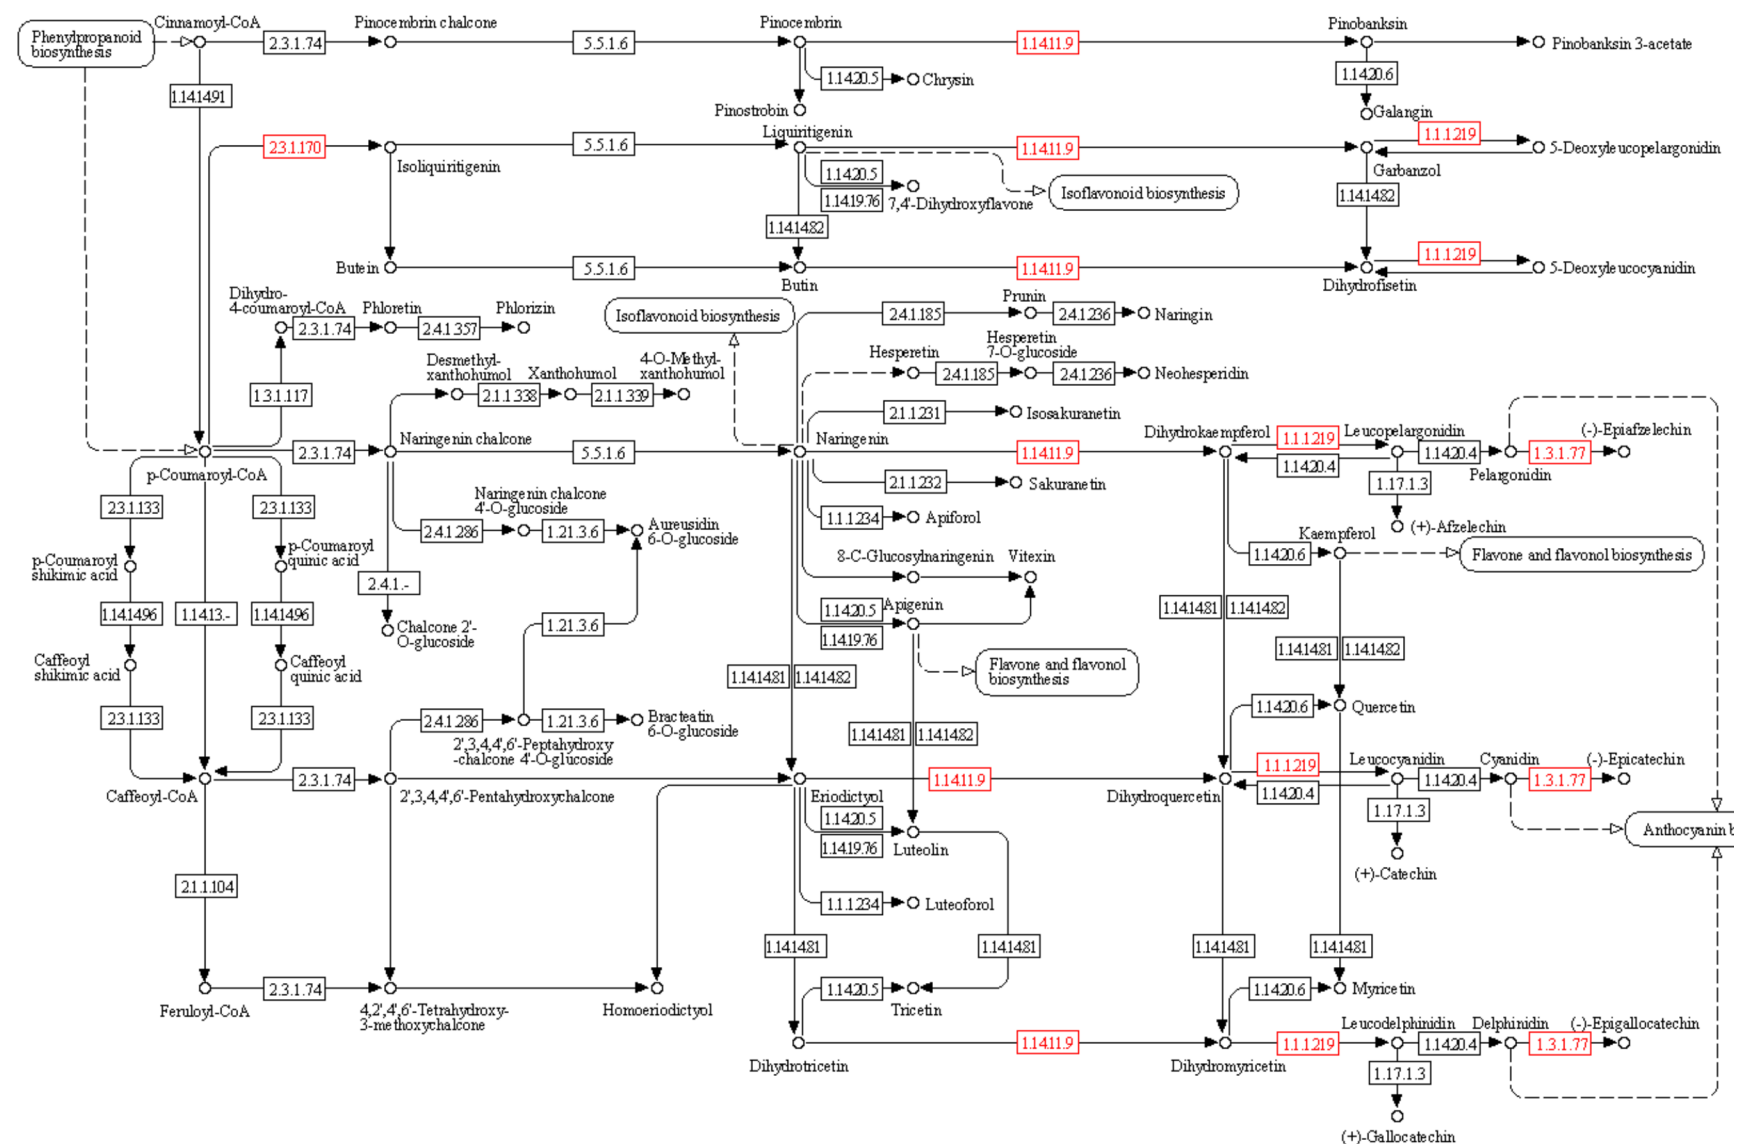

Figure S4: Representation of flavonoid biosynthesis pathway by transcripts included in T12 module sharing high correlation with metabolite module M4 in *Magnolia obovata*. The transcripts grouped in the TransM12 modules were filtered and KEGG pathway mapping was performed using OmicsBox software.

# Supplementary material for: Multi-Omics Analysis Decodes Biosynthesis of Specialized Metabolites Constituting the Therapeutic Terrains of Magnolia obovata
**Source:** Int J Mol Sci. 2025 Jan 26;26(3):1068. doi: 10.3390/ijms26031068
**Supplement:** Supplementary file 1

| BUSCO statistics summary | |
| --- | --- |
| Lineage dataset used | viridiplantae_odb10 |
| Number of genomes searched | 57 |
| Number of BUSCOs included in search | 425 |
| Complete Single copy BUSCOs identified | 141 (33.18%) |
| Complete Duplicated BUSCOs identified | 279 (65.65%) |
| Fragmented BUSCOs identified | 5 (1.18%) |
| Missing BUSCOs | 0 (0%) |

**Supplementary Table 5.** BUSCO statistics summary for the *de novo* transcriptome assembly of *Magnolia obovata.*

# Supplementary material for: Multi-Omics Analysis Decodes Biosynthesis of Specialized Metabolites Constituting the Therapeutic Terrains of Magnolia obovata
**Source:** Int J Mol Sci. 2025 Jan 26;26(3):1068. doi: 10.3390/ijms26031068
**Supplement:** Supplementary file 1

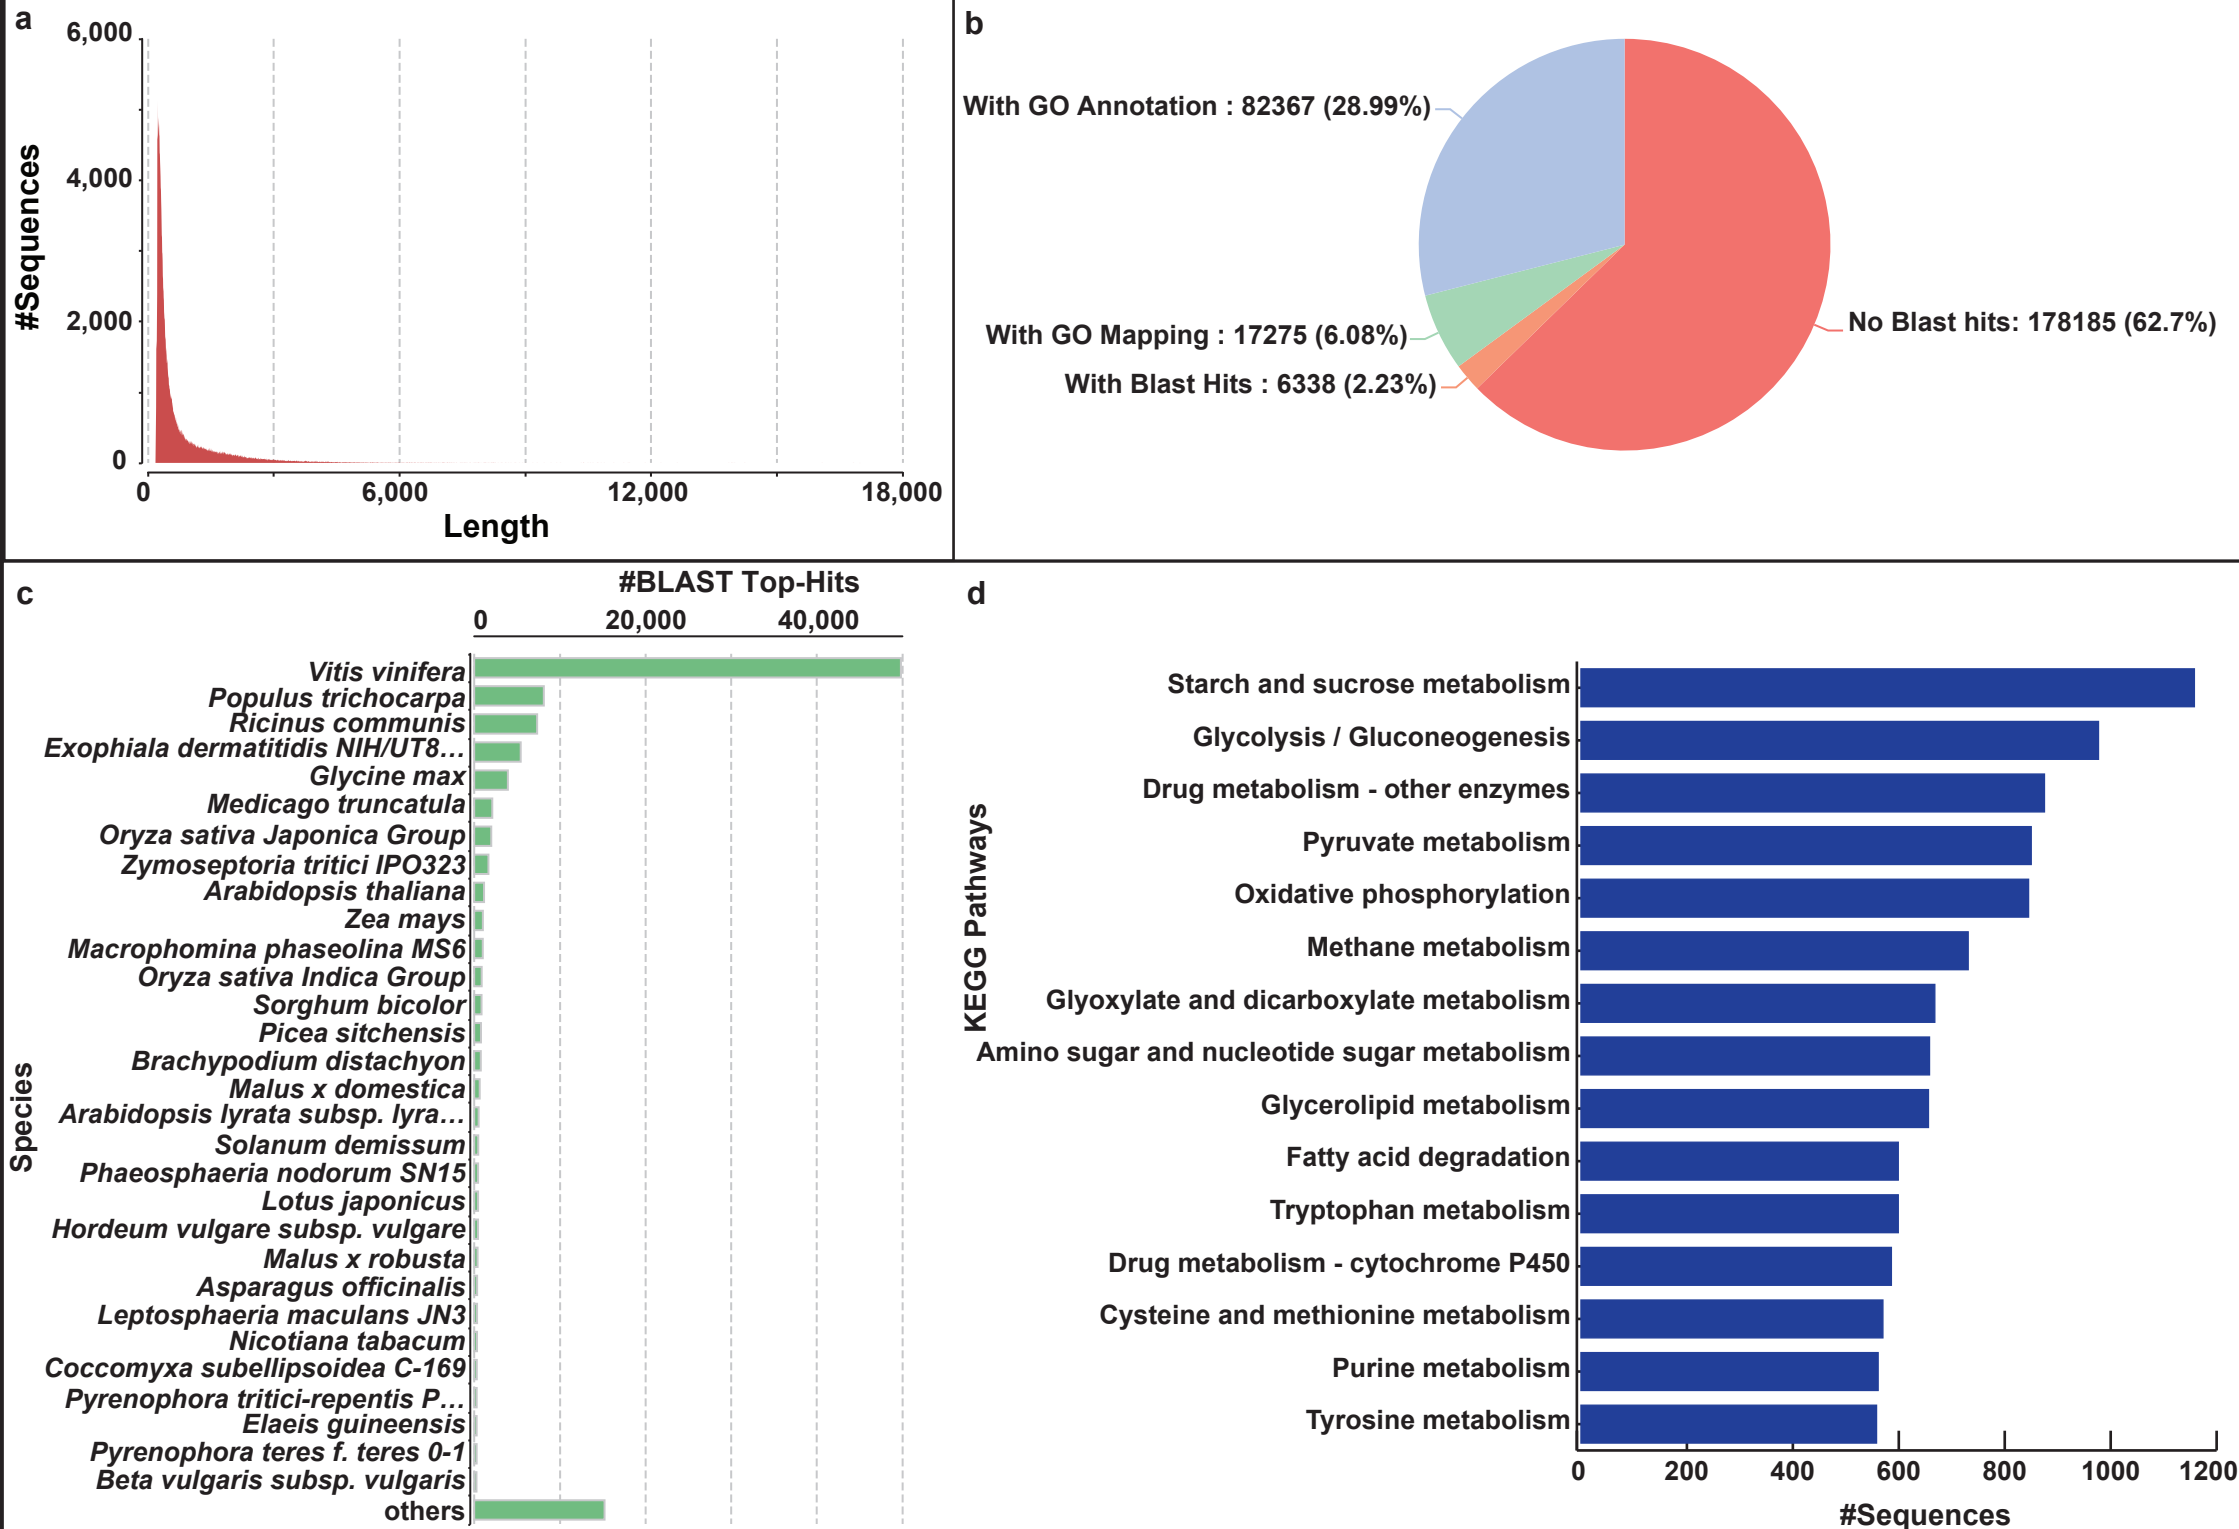

Figure S1: Characterization of the *de novo* transcriptome assembly of *Magnolia obovata*. (a) Length distribution of the assembled transcripts of *M. obovata*. (b) Distribution of BLAST search results. (c) Top-hit species distribution. (d) Top 15 KEGG pathways based on the number of transcripts being mapped.

How the deposited data were processed for this re-analysis (not part of the article)

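The values come from 1 RNA-seq library for each of 7 tissues of *M. obovata*, and the metabolite averages set beside them are those of Tables S3 and S4 of the paper. The authors trimmed the reads with Trimmomatic v0.39, merged contigs of several assemblers with CD-HIT-EST v4.8.1 into a hybrid assembly, mapped the reads to it with Bowtie 2 v2.3.5.1 and quantified them with RSEM v1.3, with no reference genome. The expected count values were deposited by the authors as RSEM estimates of fragments per transcript, without normalization. The FPKM values were deposited by the authors, who divided fragments by effective transcript length and by the total of the library. The TPM values were deposited by the authors and scale each library to the same sum over transcripts. The percent values were deposited by the authors as the RSEM share of a gene taken by a transcript; each transcript is its own gene there, so they hold only 0 and 100 and were not used. The series table of FPKM and the tables of single libraries held the same values, and no column was left unassigned to a tissue.

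The libraries held 6774295 to 12107575 fragments, so that the 3 fragments a count of 0 allows come to 0.443 FPM (fragments scaled by library total as in FPKM) in pistil and 0.248 FPM in young leaf. Poisson intervals of named transcripts and Clopper-Pearson intervals of shares are exact, at 95%. Those of shares treat transcripts as independent draws, although the held rows are the first of a table and come from the same libraries. They do not cover the step from the held rows to the whole assembly.

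A transcript was counted as active above 0 FPKM, as in the paper, and as found in a single tissue when it was at 0 in the other 6. Under the alternatives with a higher threshold, it had to pass that threshold in 1 tissue and only to fail it in the other 6. Principal components and complete-linkage clustering on Euclidean distance used log2(FPKM + 1) over transcripts above 0 in all tissues, centred and not scaled, and the tree was divided into 4 clusters. The tissue of highest FPKM was counted over transcripts above 5 FPKM in at least 1 tissue. Module T1 and the 10 laccase and dirigent transcripts of Table S11 were correlated with metabolite averages over the 7 tissues by exact permutation of all 5040 pairings, two-sided, with Benjamini-Hochberg adjustment over 5 and 30 tests. For each correlation r was computed again without the 2 tissues farthest from the median on the transcript axis.

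Names are the paper's best Blastx matches in other species, from the held part of Table S8. From them 16 lists were drawn up before the deposited files were examined but after the values of Table S8 had been seen. They are photosynthesis, cytosolic ribosome, organellar ribosome, phenylpropanoid and lignin, oxidative coupling, flavonoid, terpenoid, floral regulators, cell wall, cytochrome P450, heat shock and chaperone, cell division, housekeeping, and 3 lists of fungal locus tags, fungal gene names and fungal Gene Ontology names. Named transcripts were chosen by a rule set at the same time. It took the 10 transcripts of Table S11; among named transcripts reaching 10 FPKM, the 6 with the largest log2 difference between bark and the next tissue and 4 for each other tissue; the 3 with the highest FPKM in each list, a part that was not carried out for the fungal lists; and the 3 named members of T1 with the highest mean.

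The alternatives were thresholds of 0.1, 0.5 and 1 FPKM, at least 5 fragments, transcripts longer than 500 bp, transcripts above 1, 5 or 10 FPKM in at least 1 tissue, thinning of each library to the smallest total (median of 11 random draws), a lead of 10 or 2 times over the next tissue, a pseudocount of 0.1, no log, unit variance, all transcripts above 0 in any tissue, division by the median ratio of each library, TPM, average linkage, rank correlation as distance, other summaries of a module, log10 of metabolite averages, Spearman correlation, and leaving out bark or the farthest tissues. Omission of the bark library from the counts, components and module T1 was added after the data were examined.

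The methods were tested on simulated data. Of 200 transcripts raised 4-fold in bark, 200 were highest in bark, and so were 4567 of 37039 unchanged transcripts of the same expression range, so that the tissue of highest FPKM alone does not show a difference. Of 500 random pairings of 7 values, 28 gave an exact permutation p under 0.05. Calculations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3. No differential expression was tested, since no tissue has a replicate. Co-expression networks, pathway mapping and phylogeny were not repeated.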

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

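The tests on names of fungi, on genes of every cell and on specialised metabolism were chosen after the result was seen, and those on depth, on single fragments and on scaling before.

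The number of transcripts found in bark alone, 24242, lay far from the other 6 tissues, of which the next, stem, had 5231. The gap took 0.885 of the whole range, above a critical value that chance passes in about 1 in 20 groups of like samples, but tissues are not like samples, so this gives no chance level. Bark has the second smallest library, with 7000832 fragments, which argues against depth. Thinning, which hardly reduces bark and so adds little, gave 4.21 times the next tissue. With at least 5 fragments required in a tissue and fewer in the others, bark had 2.6 times the next tissue, which argues against single fragments as the whole cause. Among transcripts at 0 FPKM elsewhere, 8916 in bark and 829 in floral bud, the next, had at least 5 fragments. Genes of specialised metabolism are a part of the paper's reading, beside the response to the environment, which was not tested. Of the held examples, 5.1% were found in bark alone (95% interval 0.6 to 17.3%), below the 28.7% of all held transcripts. That 28.7% includes the transcripts with fungal names. In the whole assembly, 6694 of 57745 transcripts above 5 FPKM in some tissue were found in bark alone, a share inside that interval. The held examples therefore do not decide for or against this reading. Also open is RNA of fungi on or in the bark, which may add to the number. Of held transcripts with fungal names, 85.4% were found in bark alone. So were 59.8% of held transcripts named for genes that every cell uses, such as ribosomal proteins and tubulins. Without those that also carry fungal names, the latter share was 56.5%. A name such as histone H4 gives no species, so these too may come from fungi, which was not tested. The held transcripts without fungal names may for the same reason include fungal ones.

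Transcripts with fungal names, which the paper does not discuss, had 1570 fragments in bark, 16 in central cylinder, 4 in stem and 0 in the other libraries, where up to 3 fragments stay possible; a single transcript of 207 bp (C667063, chosen after its values were seen) holds 426 of the 1570, and 1 of those in central cylinder. By list, 13 of 17 with fungal locus tags, 39 of 45 with fungal gene names and 21 of 23 with fungal Gene Ontology names were found in bark alone, and 14 of the 17, 34 of the 45 and 21 of the 23, like 64 of the 92 for genes of every cell, are 500 bp or shorter. A best match to a fungus may be wrong for a single transcript, but 85.4% in bark alone is far above the 23.4% of the other held transcripts, and above 10 FPKM the shares were 53.3% and 7%. Photosynthesis is not a fungal function, and 7 of the 22 held photosynthesis transcripts were found in bark alone as well. Each of the 7 had only 2 to 8 fragments in bark and none in either leaf library. Whether they come from the tree was not tested. The held part of Table S8 does not give the share of fungal RNA in the whole library, and a difference in the bark's own biology stays untested.

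For the 10 laccase and dirigent transcripts, the scaling of the bark library was weighed as a reason for their peak in bark. After division by the median ratio of each library, 9 of the 10 remained highest in bark, which argues against scaling as the reason.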

How the results depend on the processing

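Omission of the bark library was chosen after the data were seen. No paired analysis was possible because each tissue has a single library. Depth limits the transcripts of few fragments, such as Mo_LAC3, Mo_DIR6 and Mo_DIR7. Of the summary values under alternatives, 179 stayed within their limits, 76 moved and 1 reversed, and of the values for single transcripts 88, 11 and 7. The 76 include the variance shares of the first and second component. These shares had no limit and were counted as moved under every alternative. In all settings bark had the most transcripts found in a single tissue, and none of the 30 laccase and dirigent correlations passed an adjusted p of 0.05. Where a filter keeps fewer transcripts the counts fall by construction, and otherwise the cause was not tested.

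Above 0.5 FPKM, 40076 transcripts were shared and the largest number for a tissue other than bark was 8228. Above 1 FPKM, 104074 were active in stem, 65226 in floral bud and 81902 in pistil, and 28903 were shared. By this threshold 37648 were active in bark alone and at most 14340 in another tissue alone, with up to 1 FPKM possible in the remaining tissues. With at least 5 fragments, the active numbers were 84781 in stem, 80441 in bark, 59825 in floral bud and 59741 in pistil, and 38875 were shared. In bark alone 13352 reached 5 fragments, with fewer in each other tissue. Of the transcripts at 0 FPKM in the other tissues, 8916 had at least 5 fragments in bark. Above 500 bp, the active numbers were 104766 in stem, 102057 in bark and 87515 in pistil, with 3113 in bark alone and at most 433 in another tissue. Above 5 FPKM in some tissue, they were 45949, 51666, 42778 and 42401 in stem, bark, floral bud and pistil, 34472 were shared, and 6694 were in bark alone and at most 587 in another. Without the bark library, stem had 9509.

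Bark was highest for 62231 and pistil for 38057 transcripts above 1 FPKM, for 5320 and 6003 above 10 FPKM, and bark for 6440 above 500 bp; with a lead of 2 times, bark was highest for 10397 and pistil for 6151. After division by the median ratio, pistil was highest for 13501 and bark for 12329.

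The components took 30.82% and 29.13% with a pseudocount of 0.1, 60.64% and 23.21% with no log, 30.14% and 21.2% with all transcripts above 0, 35.92% and 27.11% above 1 FPKM, 30.54% and 26.35% at unit variance, 34.58% and 26.71% after division by the median ratio, and 36.69% and 30.5% without bark. Pairs of tissues grouped as in the paper numbered 17 with no log, with all transcripts, above 1 FPKM, at unit variance and after division by the median ratio, and 13 with average linkage. These numbers include pairs that are apart in both.

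With members above 10 FPKM, 84.6% of photosynthesis members were highest in mature leaf, 100% of organellar ribosome, 0% of flavonoid, and 13% of cytosolic ribosome and 28.6% of housekeeping members in bark. Without the transcripts found in bark alone, these were 73.3% for photosynthesis, 15.4% for cytosolic ribosome and 16.2% for housekeeping. Among only those members with a lead of 2 times over the next tissue, bark had 97.1% of cytosolic ribosome and 98.3% of housekeeping members. By the same measure, mature leaf had 0% of flavonoid, terpenoid and heat shock members, and floral bud 0% of phenylpropanoid members. Of the other held transcripts, 27.9% were in bark alone with locus tags only and 27.2% with Gene Ontology names only. With a lead of 20 times, the share of fungal names in bark was 96.3%. Above 10 FPKM it was 53.3%, and 7% of the other held transcripts.

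Without the 2 farthest tissues, the r of T1 with M4 reversed to 0.11, positive correlations of laccase and dirigent transcripts numbered 3 with magnolol, 3 with honokiol and 2 with M4, and r reversed to -0.29 and -0.2 for Mo_DIR1 with magnolol and honokiol and, with M4, to -0.41 for Mo_DIR1, -0.44 for Mo_LAC1 and -0.41 for Mo_LAC2. Without bark, 3 were positive with M4, and Mo_DIR1 gave -0.54. After division by the median ratio, the log2 difference of Mo_DIR5 between bark and the next tissue reversed to -0.08.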

Differences from the paper's values

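The first principal component took 32.33% of the variance, whereas the paper's value is about 68% in Fig. S2a, read by eye, and the second 28.46%, whereas the paper's value is about 16%, read by eye. Of the alternatives set before the data were examined, FPKM with no log gave 60.64% and 23.21%, both within 1.5 times of the paper's, and all transcripts above 0 in any tissue gave 21.2% on the second component, also within that limit, but 30.14% on the first. A pseudocount of 0.1, a floor of 1 FPKM, unit variance and division by the median ratio of each library left both apart from the paper's. The paper's text does not name the scale behind the figure. Its methods name DESeq2 for the correlation analysis of the tissues, and that procedure was not repeated here.

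The paper places bark with pistil on the second component and apart from stem, central cylinder and floral bud. Here bark scored -75.7, beside stem at -90.2 and central cylinder at -133.8, and pistil scored 160, with floral bud at 56.9. Both leaves lay at 1 end of the first component, at -124 and -147, as in the paper. The paper joins both leaves in a cluster, joins floral bud, stem and central cylinder, and gives bark and pistil clusters of their own. Of the 21 pairs of tissues, 15 were together or apart as in the paper, and 13 to 17 over the alternatives with all libraries, none of which gave all 4 of its clusters. Most pairs are apart in any division of 7 tissues into 4 clusters, so these numbers do not show that the clusters are alike. Of the pairs that the paper joins, only floral bud with stem was joined in the main setting. Pistil stood alone under all alternatives with all libraries, as in the paper. Both leaves formed a cluster of their own after division by the median ratio, at unit variance and above 1 FPKM, and bark stood alone with all transcripts above 0 in any tissue and with rank correlation as distance.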

Other observations

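The test of specialised metabolism, the counts by pairs of tissues and the values without the bark library were chosen after the data were seen.

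An expansin (C949952), which loosens walls, stood at 402 FPKM in young leaf, 338 in floral bud, 145 in stem and 0.25 in central cylinder, and an endo-beta-glucanase (C965171) at 40.4 in floral bud from 499 fragments, with a single fragment each in young leaf and stem. Of 15 cell wall rows of Table S8, 4 were highest in floral bud, 3 in central cylinder and 2 each in young leaf, stem and bark. Of 8 flavonoid rows, 2 each were highest in mature leaf, bark and central cylinder, and a dihydroflavonol 4-reductase (C960708) stood at 67.5 FPKM in floral bud and 39.6 in mature leaf. Of 6 terpenoid rows, 2 each were highest in mature leaf and bark, and of 7 cytochrome P450 rows, 3 each in bark and pistil. A cytochrome P450 76C4-like transcript (C861107) stood at 24.7 FPKM in pistil and 3.85 in bark.

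Of 20 heat shock and chaperone rows, 5 each were highest in mature leaf, stem, bark and floral bud, with no single tissue in front. Of 55 cytosolic ribosome rows, 33 were highest in bark, of which 29 were found there alone, and 10 in floral bud. The 33 include a transcript named for a lacZ fusion protein (C962509, 52.5 FPKM in bark), which the list took in by its wording and which is not named for a ribosome. Of the first 403 of the 937 transcripts of module T4, 149 were highest in central cylinder, 131 in floral bud and 119 in stem.

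Among transcripts above 5 FPKM, those found in exactly 2 tissues numbered 810 for bark with central cylinder, 369 for stem with bark and 286 for floral bud with pistil. By another definition of specificity, above 1 FPKM and at least 10 times the next tissue, bark had 25473 transcripts, pistil 4660 and mature leaf 1988. Library total and number of active transcripts were not clearly related over the 7 libraries, with a Pearson r of 0.19 (exact permutation p = 0.6629), a Spearman rho of 0.21 (exact permutation p = 0.6615) and an r of 0.3 without the 2 libraries farthest from the median total. This was a single test, so its adjusted p is the same.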
